# Comparison of Gene and Protein Expressions in Rats Residing in Standard Cages with Those Having Access to an Exercise Wheel

**DOI:** 10.1155/2014/950516

**Published:** 2014-02-25

**Authors:** Helaine M. Alessio, Hayden Ansinelli, Caitlyn Threadgill, Ann E. Hagerman

## Abstract

Lifelong physical inactivity is associated with morbidity in adulthood, possibly influenced by changes in gene and protein expressions occurring earlier in life. mRNA (Affymetrix gene array) and proteomic (2D-DIGE MALDI-TOF/MS) analyses were determined in cardiac tissue of young (3 months) and old (16 months) Sprague-Dawley rats housed with no access to physical activity (SED) versus an exercise wheel (EX). Unfavorable phenotypes for body weight, dyslipidemia, and tumorogenesis appeared more often in adult SED versus EX. No differentially expressed genes (DEGs) occurred *between* groups at 3 or 16 months. *Within* groups, SED and EX shared 215 age-associated DEGs. In SED, ten unique DEGs occurred with age; three had cell adhesion functions (fn1, lgals3, ncam2). In EX, five unique DEGs occurred with age; two involved hypothalamic, pituitary, and gonadal hormone axis (nrob2, xpnpep2). Protein expression involved in binding, sugar metabolic processes, and vascular regulation declined with age in SED (KNT1, ALBU, GPX1, PYGB, LDHB, G3P, PYGM, PGM1, ENOB). Protein expression increased with age in EX for ATP metabolic processes (MYH6, MYH7, ATP5J, ATPA) and vascular function (KNT1, ALBU, GPX1). Differences in select gene and protein expressions within sedentary and active animals occurred with age and contributed to distinct health-related phenotypes in adulthood.

## 1. Introduction

Major advances in biomedical research and human health and disease have occurred in large part through animal experiments. The shorter life expectancy of rats (~2 years) provides an advantage when studying age-related changes that occur over the lifespan [1, 2]. The human and rat genome are very similar, both containing 25,000–30,000 protein-coding genes [3, 4], although most gene functions (~95%) are unknown [5]. Thus far, approximately 80% of rat genes have been reported to have ortholog (genes that evolved from a common ancestral gene) counterparts in humans [6] and, to date, less than 5% of genes in the rat genome have been determined to lack an analogous gene in the human genome. Additionally, almost every human gene discovered to be associated with disease has an ortholog in the rat genome. Despite the biological similarities, outcomes of animal research usually do not account for molecular or physiological alterations that may occur over the life span due to extremely low physical activity levels in laboratory animals used in research [7, 8]. Laboratory rats housed in standard 0.02 m^3^ cages move on average 160 m·day^−1^, compared with over 10,000 m·day^−1^ in animals that have access to a running wheel [9]. This very low activity coupled with ad libitum food access, likely contributed to findings from previous studies of unhealthy phenotypes including excessive weight gain, tumor development, abnormal blood lipids, hypertension, oxidative stress, and poor spatial maze performance in animals having no access to physical activity outside of a standard cage compared to those with access to an exercise wheel [9–14]. In these studies documenting phenotype differences after lifelong physical inactivity or activity, neither microarray nor proteomics was examined.

In this study, mRNA and protein expression in young and old animals confined to standard cages were compared with age-matched animals that voluntarily exercised on an exercise wheel placed inside the cages. Health-related phenotypes in these same animals were previously reported [9, 10] with most health risk traits developing so gradually, that they did not appear clinically relevant until adulthood. It is possible that ephemeral shifts in gene or protein expressions that occur throughout the life span may provide a blueprint for age-associated disease phenotypes evident in adulthood. We know of no studies that have investigated both global gene and protein expression in cardiac tissue in laboratory animals with and without access to regular physical activity. It would be useful to understand if any genes and proteins express differently in animals that are housed solely in a cage compared with animals with access to an exercise wheel, given the phenotype data in adult rats already reported.

Microarray gene analyses provided identification at the transcriptome level of genes that were over- or underexpressed comparing cardiac tissue of young and old animals with very different daily physical activity levels. Proteomic analysis provided protein abundance in cardiac tissue. Over the course of a typical lifespan, the accumulation of exercise-induced effects on genes has been shown to offset many age-related gene expression increases reported in cardiac tissue of sedentary mice [15]. Bronikowski's study reported an overall downregulation of expression for genes involved with inflammation and stress responses in a regular exercise compared with a sedentary group. It is possible that limiting regular physical activity in laboratory animals by the confines inherent in standard cages affects the expression of a number of genes and proteins in critical networks, such as inflammation and stress, which are associated with age- and sedentary-related phenotypes. In this study, gene expressions, functional networks, protein levels, and clusters were compared in 3-month- and 16-month-old male Sprague-Dawley rats that were either chronically inactive due to being housed solely in a cage or were regularly active by voluntarily running on an exercise wheel located inside the cage.

## 2. Materials and Methods

Male Sprague-Dawley rats (*N* = 24; age = 3 wk; Charles River, Wilmington, MA) were divided into two groups consisting of animals with similar mean starting weights: (1) SED (*n* = 12): resided in pairs in standard cages with no access to a running wheel throughout the study; mean starting weight = 63.6 ± 1 g, and (2) EX (*n* = 12): resided in pairs in standard cages for 24 hours and then were placed individually in a different standard sized cage equipped with a running wheel for 24 hours, with cage switching repeated every day throughout the study; mean starting weight = 59.4 ± 1 g. This schedule provided EX animals regular access to physical activity on a running wheel while controlling for the effect of paired versus individual housing. Animals were housed in standard polypropylene cages (0.454 m × 0.238 m × 0.200 m) equipped with corn cob bedding (Bed-O-Cobs), in climate-controlled rooms (24 ± 2°C) with a 12-h light/dark cycle in a normal day cycle, and free access to water and food (Purina Lab Diet 5001 Rodent Chow). The study was conducted in accordance with ethical procedures and policies and was approved by the Institutional Animal Care and Use Committee.

### 2.1. Activity and Exercise Protocols and Measurements

Handling procedures were the same for all animals and described previously [9, 10]. SED animals resided in pairs in standard cages with no items added for enrichment. EX animals resided in pairs in the same standard cages and then were placed in standard cages equipped with running wheels every other day. This provided both groups with socialization as well as regular access to a running wheel for the EX group. Animal movement in the cages was monitored by a 24-hour surveillance VDI-2000BI B/W CCD IR camera, using infrared light. Two animals from each group were randomly selected each month and then marked with a permanent marking pen for tracking purposes. Recorded videos were evaluated by two individuals trained to trace movement inside the cage following the marked animals. Daily distance in SED was determined by averaging both total distance measures covered in 24 hours and recorded in meters. Daily distance in EX was determined by wheel revolutions converted to meters·day^−1^ in each EX animal.

SED and EX rats were sacrificed at 3 mo and 16 mo in a rested condition by decapitation and exsanguination. Serum was collected and separated following centrifugation (2000 ×g for 15 min). Organs and tissues were harvested immediately and were deep-frozen at −80°C for RNA and protein isolation described below.

### 2.2. Gene Expression Analyses

Global gene expression was measured using RNA from the frozen heart tissue. Briefly, RNA was extracted from 20–30 mg samples cut from the left ventricles using Qiagen RNeasy (Valencia, CA) RNA extraction kits. The absorbance ratios (A260/A280) were determined using a ND-1000 UV/VIS spectrophotometer (Nanodrop Technologies, Inc., Montchanin, DE) and were in a range from 2.04 to 2.17. The integrity of each sample was further assessed with an Agilent BioAnalyzer system by the Biomedical Genomics Core at the Research Institute at Nationwide Children's Hospital (Columbus, OH) and determined to be of high quality before processing. All samples passed quality control and were pooled within each treatment group to yield 4 gene chips per treatment group, with RNA from 3 animals on each chip, to ensure correct quantity of total RNA. The pooling of RNA samples allowed for representation in a cost-effective analysis. Samples were labeled with the Affymetrix Whole Transcript Labeling system and then hybridized to the Affymetrix GeneChip Rat Gene 1.0 ST Array (Santa Clara, CA). The design of the Rat Gene 1.0 ST Array is based primarily on a subset of GeneChip Rat Exon 1.0 ST Array probes that map to well-supported exons of known genes. The array comprised more than 700,000 unique 25-mer oligonucleotide features constituting more than 27,000 gene-level probe sets. Data was preprocessed using the RMA approach for background correction, normalization, and probe set summarization using the Bioconductor affy package in R.

Significance Analysis of Microarrays (SAM) used the Bioconductor Siggenes package to identify differentially expressed genes (DEGs) between 3 mo and 16 mo old animals for each treatment group. A two-class unpaired analysis with a false discovery rate (FDR) of 10% was used to maximize sensitivity and minimize the effect on accuracy. Comparisons were made between 3 mo EX versus 3 mo SED and between 16 mo EX versus 16 mo SED. Microarray results are available in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/) under the GEO accession no. GPL6247. Samples can be located with GEO accession nos. GSM1244311, GSM1244312, GSM1244313, GSM1244314, GSM1244319, GSM1244320, GSM1244321, GSM1244322, GSM1244335, GSM1244336, GSM1244337, GSM1244338, GSM1244343, GSM1244344, GSM1244345, and GSM1244346.

2-dimensional difference gel electrophoresis (2D-DIGE), matrix-assisted laser desorption/ionization time-of-flight mass spectrometry (MALDI-TOF MS) and protein cluster analyses identification were performed by Applied Biomics, Inc. (Hayward, CA). A small portion (10 mg) of cardiac tissue from the left ventricle of each animal was washed with 10 mM Tris-HCl, 5 mM magnesium acetate, pH 8.0 three times to remove any contaminating blood. Then 200 *μ*L of 2D cell lysis buffer (30 mM Tris-HCl, pH 8.8, containing 7 M urea, 2 M thiourea, and 4% CHAPS) was added to the tissue. The mixture was sonicated at 4°C followed by shaking for 30 min at room temperature and centrifugation for 30 min at 21,000 g. Protein concentration in the supernatants was measured using Bio-Rad protein assay method.

For each cardiac sample, 30 *μ*g of protein was mixed with 1.0 *μ*L of diluted CyDye and kept in the dark on ice for 30 min. A protocol described by Berkelman and Stenstedt [16] was followed. Samples from each pair were labeled with Cy3 and Cy5 dyes, respectively. An internal standard was made up of equal amounts of protein from each sample and labeled with Cy2 and run on every gel. So, in each gel, there were 3 samples that were individually labeled: an internal standard labeled with Cy2, the first sample labeled with Cy3, and the second sample labeled with Cy5. The labeling reaction was stopped by adding 1.0 *μ*L of 10 mM lysine to each sample and incubating in dark on ice for additional 15 min. The labeled samples were then mixed together. The 2X 2D sample buffer (8 M urea, 4% CHAPS, 20 mg/mL dithiothreitol (DTT), 2% pharmalytes, and trace amount of bromophenol blue), 100 *μ*L destreak solution, and rehydration buffer (7 M urea, 2 M thiourea, 4% CHAPS, 20 mg/mL DTT, 1% pharmalytes, and trace amount of bromophenol blue) were added to the labeling mix to bring the total volume to 250 *μ*L before loading the labeled samples into the strip holder.

After loading the labeled samples, isoelectric focusing (IEF) was run following the protocol provided by Amersham BioSciences. Upon finishing the IEF, the immobilized pH gradient (IPG) strips were incubated in the freshly made equilibration buffer-1 (50 mM tris-HCl, pH 8.8, containing 6 M urea, 30% glycerol, 2% sodium dodecyl sulfate (SDS), trace amount of bromophenol blue, and 10 mg/mL DTT) for 15 minutes with gentle shaking. Then the strips were rinsed in the freshly made equilibration buffer-2 (50 mM Tris-HCl, pH 8.8, containing 6 M urea, 30% glycerol, 2% SDS, trace amount of bromophenol blue, and 45 mg/mL DTT) for 10 min with gentle shaking. Next the IPG strips were rinsed in the SDS-gel running buffer before transferring into 12% SDS-gels. The SDS-gels were run at 15°C until the dye front reached the end of the gels.

Gel images were scanned immediately following the SDS polyacrylamide gel electrophoresis (SDS-PAGE) using Typhoon TRIO (GE Healthcare). Scanned images were then analyzed by Image Quant software (version 6.0, GE Healthcare), followed by cross-gel analysis using DeCyder software (version 6.5, GE Healthcare). Fold changes of the protein expression levels were obtained from in-gel DeCyder analysis. Specific proteins were identified by matrix assisted laser desorption/ionization time of flight mass spectrometry (MALDI-TOF/MS) and meeting criteria of 1.3-fold and *P* < 0.05 comparing old and young in SED and EX groups and correlated with protein spot numbers with an altered density. A follow-up completed the cluster pathway analysis, using a public bioinformatics tool available from the National Institutes of Health (NIH) called The Database for Annotation, Visualization and Integrated Discovery (DAVID).

DAVID, a public bioinformatics tool available from the NIH, was used to explore functionality and meaning of the list of proteins entered into the analyses [17]. All proteins entered into the analysis were first annotated into >40 annotation categories or clusters, including GO terms, protein-protein interactions, protein functional domains, disease associations, biopathways, sequence general features, homologies, gene functional summaries, and gene tissue expressions. DAVID software uses a novel algorithm to measure the relationships among the annotation terms based on the degrees of their coassociation genes to group the similar, redundant, and heterogeneous annotation contents from the same or different resources into annotation groups.

## 3. Results

### 3.1. Daily Physical Activity of SED and EX Groups

Distance covered in 24 hours for both SED and EX animals peaked at 2 mo of age and then, as demonstrated previously [9, 10], declined with age. However, the difference in daily physical activity between the two groups was stark. Mean daily distance of 161 ± 26 m·day^−1^ in the SED group was consistent over the life span. In contrast, animals in the EX group had a mean peak distance of 5548 ± 273 m·day^−1^ at 2 mo old on the running wheel. When housed in the standard cage with no exercise wheel every other day EX animals covered only 111 ± 10 m·day^−1^. When in the cage equipped with a running wheel, daily activity other than wheel running was negligible and averaged 45 m·day^−1^.

With increasing age, animals in the EX group became less active when housed in the cage with the running wheel, as shown by mean distances that decreased after 2 months with a peak of 5,548 m·day^−1^ to approximately 2000 m·day^−1^ at 6 mo and 500–1000 m·day^−1^ between 6 and 16 mo (Figure 1). Exercise intensity was not measured in this study; however, previous reports indicated that regular wheel running reduced body mass, visceral fat, and positively impacted lipid and amino acid metabolism [18–20], while not affecting oxidative capacity in rat muscle. We previously reported heart : body weight ratios as 0.370 ± 0.007 in EX and 0.340 ± .0007 in SED, which were not found to reach statistical significance. The main indicators that regular physical activity of the EX group resulted in physiological differences compared with the SED group have been previously reported [9, 10], and included EX having a significantly lower body weight throughout the life span with final mean body weights of 683 ± 14 versus 737 ± 18 g, lower prolactin levels (4.2 ± 0.6 versus 9.9 ± 2.4 ng·mL^−1^), a more favorable oxidative stress balance represented by GSH : GSSG (189 versus 117), and fewer tumors (54% fewer) which were all benign cysts in EX compared with more tumors, including thyroid carcinoma and malignancy in SED.

### 3.2. Microarray Gene Expression

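RNA from the left ventricle was hybridized to Affymetrix Rat Gene 1.0 ST arrays, with RNA from 3 rats pooled on each array and 4 arrays for each of the 4 groups, SED and EX at 3 mo and at 16 mo, all sacrificed at rest. These 16 arrays belong to a set of 48 that also holds an activity group labelled PA and rats sacrificed after a swim. The deposited values are intensities on a linear scale, rounded to whole numbers, which the authors made by RMA (background correction, normalization across arrays and summarization into probe sets). The versions and the arrays that were normalized together are not given in the sources used here. Median intensities lay between 77 and 85 and upper quartiles between 262 and 294 over the 48 arrays. Replicate arrays of the SED and EX groups correlated at 0.993 to 0.997 over all probe sets on the log2 scale. The interquartile range of the log2 values of an array was 3.31 ± 0.07 (SD, n = 4) in SED at 3 mo and 3.19 ± 0.06 (SD, n = 4) in SED at 16 mo, against 3.23 ± 0.07 (SD, n = 4) and 3.24 ± 0.06 (SD, n = 4) in EX. Of 29157 probe sets, 15310 name exactly 1 gene in the annotation of the array, 323 name several and 13524 name none, and genes are named here only from the first of these classes. Each value was tested as log2(intensity + 1), so that the fold changes of dim genes are understated. Rounding also coarsens dim probe sets, since 1 unit is 0.13 on the log2 scale at an intensity of 10 and 0.014 at 100, and 4343 probe sets had a mean intensity under 16. Differences between group means were tested with limma over the 16 arrays, two-sided, and called at a Benjamini-Hochberg adjusted p under 0.10, after the FDR of 10% in the paper. SAM, the test of the paper, was also run, with 70 permutations of the arrays. Because each array holds a pool, the p-values measure the spread between pools and not between single rats, and the number of arrays limits the precision. The tests also take the arrays as independent. The paper gives 24 rats, against 48 if the pools of the 16 arrays share no rat, which is not stated. If pools share rats, the arrays are not independent replicates.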

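Hearts of EX and SED rats of the same age differed in 0 of 29157 probe sets at an adjusted p under 0.10 from limma, both at 3 mo and at 16 mo. An unadjusted p under 0.05 was reached by 1407 probe sets at 3 mo and 1557 at 16 mo, against 1458 that chance alone gives. SAM at an FDR of 10% also called 0 at each age. The lowest adjusted p at 16 mo was that of Tmem47, a membrane protein of cell junctions picked after its values were seen, at a log2 difference of -0.49 (standard error 0.07, adjusted p = 0.134), lower in EX. At 3 mo the lowest adjusted p was 0.432. Cyp1a1, a cytochrome P450 enzyme induced through the aryl hydrocarbon receptor, had a log2 difference of 1.03 at 3 mo (standard error 0.21, adjusted p = 0.953). Myh7, the slow beta myosin heavy chain, had one of -0.46 at the same age (standard error 0.10, adjusted p = 0.953). At 16 mo the log2 difference was -0.64 for the adhesion molecule Ncam1 (standard error 0.19, adjusted p = 0.880) and -0.55 for the cytokine Il33 (standard error 0.14, adjusted p = 0.631). The call of 0 at 16 mo became 1 probe set with dim probe sets left out, with only the probe sets naming 1 gene, with limma's trend option or with all 48 arrays in the fit. At 3 mo it became 2 probe sets without EX replicate 1.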

Microarray results comparing SED toEX at 16 mo and 3 mo showed no effect of exercise treatment, controlling for age, with no differentially expressed genes (DEGs). This surprising finding indicated that gene expression for animals that exercised on a running wheel was indistinguishable from gene expression for their sedentary counterparts of the same age. 

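Genes of the circadian clock were shifted as a list between EX and SED at 16 mo by camera with its preset correlation, but not with an estimated one, and no gene passed over all probe sets. Of the 16 measured genes of the clock list, 0 passed over all probe sets, while 11 were higher and 2 lower in EX when adjusted over the list alone. The period gene Per3 had a log2 difference of 0.75 (standard error 0.17), the repressor Cry2 one of 0.26 (standard error 0.07), and Bmal1, the activator of both, one of -1.14 (standard error 0.31). The median of the list was 0.36, and the camera test against the other genes gave an adjusted p of 1.47e-06, with an adjusted p = 0.0527 with an estimated correlation. At 3 mo the same list had a median of 0.01 and a camera adjusted p of 0.671. Cell cycle genes were shifted upwards in EX at 16 mo (camera adjusted p = 4.00e-05, with 0 of 32 past the threshold over all probe sets and 2 higher when adjusted over the list alone) and downwards at 3 mo (camera adjusted p = 0.00124), with an adjusted p = 0.956 and an adjusted p = 0.908 with an estimated correlation. Acetylcholine receptor and denervation genes were shifted downwards in EX at 16 mo (camera adjusted p = 9.37e-04), with an adjusted p = 0.110 with an estimated correlation. Skeletal muscle markers were shifted upwards in EX at 3 mo (camera adjusted p = 2.38e-04), with an adjusted p = 0.284 with an estimated correlation. The median size of the log2 difference between EX and SED was 0.06 over all probe sets at each age, and 99.98% of the probe sets naming 1 gene lay within 1.5-fold at 3 mo and 99.92% at 16 mo. With an estimated correlation, 0 of the 43 lists passed at either age, against 8 at 3 mo and 7 at 16 mo with the preset one. Other ways of dividing the same arrays into 4 and 4 often gave as many lists, in 22 of 35 ways at 16 mo and 6 of 35 at 3 mo, the real one included.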

Phenotype changes that were obvious at 16 months in the absence of gene expression differences *between* groups may be the result of a relatively small number of modified gene expressions that occurred briefly, earlier in life. These gene expressions may have initiated the translation of key health-related proteins and then returned to a baseline transcription level. 

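For single genes, the change with age was not distinguishable between SED and EX. The test of the difference between the EX and the SED age effect passed for 0 of 29157 probe sets in limma, and the lowest adjusted p was 0.698. An unadjusted p under 0.05 was reached by 1963 probe sets, more than the 1458 that chance alone gives. SAM was not run on this difference. Klk10, a kallikrein-related serine protease, fell by 1.57 on the log2 scale with age in SED (standard error 0.18, adjusted p = 0.000362) and had a log2 fold change of -0.30 in EX (standard error 0.18, adjusted p = 0.356), a difference of 1.27 (standard error 0.26, adjusted p = 0.698). Bmal1 fell by 1.11 in EX (standard error 0.31, adjusted p = 0.0386), and its age effect differed from that in SED by -1.21 (standard error 0.45, adjusted p = 0.712). Nr1d1, which encodes the clock repressor REV-ERB alpha, fell in SED by 0.62 (standard error 0.12, adjusted p = 0.00606) against -0.17 in EX (standard error 0.12, adjusted p = 0.439). Among groups, 1 of the 16 clock genes rose and 3 fell with age in SED, while 4 rose and 3 fell in EX, Cry2 by 0.46 (standard error 0.07, adjusted p = 0.00154) and Per3 by 0.67 (standard error 0.17, adjusted p = 0.0257). The difference between the age effects lay upwards in EX for the clock list (median 0.41, camera adjusted p = 3.80e-04, 11 higher and 2 lower when adjusted over the list alone) and for cell cycle genes (camera adjusted p = 1.02e-06, 6 higher and 0 lower when adjusted over the list alone). With an estimated correlation these became an adjusted p = 0.236 and an adjusted p = 0.702. Skeletal muscle markers (camera adjusted p = 3.94e-04) and adipocyte markers (camera adjusted p = 0.00411) lay downwards, with an adjusted p = 0.236 and an adjusted p = 0.374 with an estimated correlation. The count of 0 for single genes became 1 without EX 3 mo replicate 1 and 1 without SED 16 mo replicate 2.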

For animals in either group, there were unique changes in gene expression with age, supporting the hypothesis that exercise exerts an effect on gene expression early in life, even though physiological consequences may not be apparent until late in life. 

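Hearts at 16 mo differed from hearts at 3 mo in many genes, mostly in the same direction in SED and EX. Batches are not given in the sources used here, so a batch that went with age cannot be told apart from age. Cnpy1, a regulator of fibroblast growth factor signalling, rose by 2.28 on the log2 scale in SED (standard error 0.18, adjusted p = 2.40e-05) and by 1.94 in EX (standard error 0.18, adjusted p = 8.65e-05). Pfkfb1, a bifunctional enzyme that controls glycolysis, rose by 1.28 in SED and by 1.19 in EX (standard error 0.16 in each, adjusted p = 0.000552 and adjusted p = 0.000932). Cpeb1, a regulator of translation, rose by 1.05 and 1.24 (standard error 0.17 in each). Hcn4, the pacemaker channel, rose by 1.03 in SED (standard error 0.21, adjusted p = 0.00728) and by 0.69 in EX (standard error 0.21, adjusted p = 0.0515). Pxdn, a peroxidase that crosslinks collagen of the basement membrane, fell by 1.86 in SED (standard error 0.27, adjusted p = 0.00107) and by 1.54 in EX (standard error 0.27, adjusted p = 0.00341), both lower bounds, as it is dim at 16 mo. Tfrc, the transferrin receptor, fell by 0.98 in SED and by 0.49 in EX (standard error 0.09 in each, adjusted p = 4.49e-05 and adjusted p = 0.00359). Mgp, an inhibitor of calcification, fell by 0.81 in EX and by 0.52 in SED (standard error 0.10 in each, adjusted p = 0.000659 and adjusted p = 0.00732).

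Over all 29157 probe sets, limma called 4608 with age in SED (2279 higher and 2329 lower at 16 mo) and 3996 in EX (2081 higher and 1915 lower). With each array centred on its median the calls in SED were 1190 higher and 3058 lower, so that their balance depends on the scaling. SAM at an FDR of 10% called 3675 and 3155. At least 1.5-fold and called by limma were 315 probe sets in SED and 288 in EX. In all, 2066 probe sets were called in SED and EX in the same direction (910 higher and 1156 lower), where independent lists would share 162.7 and 153.0, and 6 were called in opposite directions. A further 2536 were called in SED alone and 1924 in EX alone, and the difference between the groups passed for none of these in limma's test of it. With each array centred on its median the SED calls were 1190 higher and 3058 lower, and with the interquartile range of each array as a covariate, a choice made after seeing the data, they were 1856 in all. Without SED 3 mo replicate 3 the SED count was 2975, and without EX 3 mo replicate 4 the EX count was 2542.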

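Lists of extracellular matrix genes, oxidative phosphorylation genes and fibroblast and macrophage markers were shifted downwards with age in SED and EX by camera with its preset correlation, as were cell cycle genes in SED. None of these shifts passed with an estimated correlation, and in most of the lists a minority of the members passed over all probe sets. Of 37 measured matrix genes, 16 fell and 0 rose in SED (21 lower and 1 higher when adjusted over the list alone), and 14 fell and 0 rose in EX (19 lower when adjusted over the list alone). Sparc, a collagen-binding matricellular protein, fell by 0.37 in SED (standard error 0.05, adjusted p = 0.00107) and by 0.31 in EX (standard error 0.05, adjusted p = 0.00295), and Serpinh1, the collagen chaperone, by 0.45 and 0.27 (standard error 0.06 in each). Of 47 oxidative phosphorylation genes, 11 fell in SED and 14 in EX, with 0 higher in either (14 and 16 lower when adjusted over the list alone). Ndufa10, a subunit of respiratory complex I, fell by 0.68 in SED (standard error 0.08, adjusted p = 3.50e-04) and by 0.44 in EX (standard error 0.08, adjusted p = 0.00354). Of 14 fibroblast markers, 7 fell in SED and 4 in EX (11 and 6 when adjusted over the list alone). Among them Tcf21, a transcription factor of cardiac fibroblasts, fell by 0.54 in SED (standard error 0.07, adjusted p = 5.55e-04) and by 0.41 in EX (standard error 0.07, adjusted p = 0.00285). Of 15 macrophage markers, 5 fell in SED and 3 in EX (5 and 6 when adjusted over the list alone), such as the complement gene C1qb, by 0.36 in SED (standard error 0.11, adjusted p = 0.0541) and 0.62 in EX (standard error 0.11, adjusted p = 0.00427). Of 32 cell cycle genes, 12 fell in SED (18 when adjusted over the list alone), among them Bub1, a kinase of the spindle checkpoint, by 0.75 (standard error 0.13, adjusted p = 0.00379), while in EX only Tyms, thymidylate synthase, passed over all probe sets, at -0.49 (standard error 0.11, adjusted p = 0.0114).

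In camera's test against other genes, the adjusted p in SED was 9.60e-08 for the matrix list, 1.11e-07 for cell cycle, 8.36e-05 for fibroblast markers, 1.18e-04 for oxidative phosphorylation and 0.00461 for macrophage markers. With an estimated correlation each of these was lost, at an adjusted p = 0.635 for the matrix list, an adjusted p = 0.683 for macrophage markers and an adjusted p = 0.624 for the others. In EX the camera adjusted p was 5.03e-06 for the matrix list, 5.67e-05 for oxidative phosphorylation, 7.83e-04 for fibroblast markers and 0.0103 for macrophage markers, each with an adjusted p = 0.802 with an estimated correlation. The interquartile range of the SED arrays averaged lower at 16 mo than at 3 mo, as given with the array data, while that of the EX arrays did not. Over all lists, camera with its preset correlation called 0 upwards and 7 downwards in SED, and 1 upwards and 7 downwards in EX. The list called upwards in EX is not among those given here. Dividing the same arrays into 4 and 4 in other ways gave at least as many called lists in 23 of 35 ways for SED and 12 of 35 for EX, the real one included.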

There was a significant age effect *within* SED and EX groups (Table 1) and a comparison of gene expressions in 16 mo and 3 mo old rats within SED and EX resulted in 228 DEGs in SED and 230 DEGs in EX, with 215 of those gene expressions shared by both groups. Genes with the largest disparate expressions between young and old in SED and EX were involved in vascular function, homeostasis, oxidative stress, and cholesterol (e.g., Col3a1, Emb, Atp2b2, Fmo1, Cyp2e1, Nox4, InhA, Chrna1, and Cyp1a1).

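Enzymes of oxidative stress and drug metabolism and a gonadal hormone subunit were among the genes with large age effects, in the same direction in SED and EX. Fmo1, a flavin monooxygenase that oxidizes drugs, rose by 0.84 on the log2 scale in SED (standard error 0.12, adjusted p = 0.000948) and by 0.68 in EX (standard error 0.12, adjusted p = 0.00339). Cyp2e1, the ethanol-inducible cytochrome P450, rose by 0.97 in SED (standard error 0.27, adjusted p = 0.0354) and by 0.99 in EX (standard error 0.27, adjusted p = 0.0346). Nox4, an NADPH oxidase that forms hydrogen peroxide, fell by 1.07 in SED (standard error 0.18, adjusted p = 0.00219) and by 0.67 in EX (standard error 0.18, adjusted p = 0.0281). Inha, the alpha subunit of inhibin, fell by 1.36 in SED (standard error 0.17, adjusted p = 0.000470) and by 0.92 in EX (standard error 0.17, adjusted p = 0.00435). Emb, the cell adhesion glycoprotein embigin, fell by 0.76 in SED (standard error 0.21, adjusted p = 0.0364) and by 0.74 in EX (standard error 0.21, adjusted p = 0.0424). For none of these 5 genes did the age effect differ between SED and EX in limma's interaction test, where the adjusted p was 0.853 for Fmo1, 0.998 for Cyp2e1, 0.768 for Nox4, 0.755 for Inha and 0.997 for Emb.

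Of 39 antioxidant and oxidative stress genes, 11 fell and 1 rose in SED (14 and 2 when adjusted over the list alone) and 10 fell and 0 rose in EX (13 lower when adjusted over the list alone). Sod3, the extracellular superoxide dismutase, fell by 0.54 in SED (standard error 0.06, adjusted p = 2.08e-04) and by 0.62 in EX (standard error 0.06, adjusted p = 8.65e-05), and the glutathione peroxidase Gpx7 by 0.46 and 0.39 (standard error 0.06 in each). The camera adjusted p was 1.18e-04 in SED and 7.83e-04 in EX, and with an estimated correlation an adjusted p = 0.578 and an adjusted p = 0.802. Of 22 enzymes of drug metabolism, 4 rose and 1 fell in SED, and 4 rose and 3 fell in EX, with the same numbers when adjusted over the list alone and no shift of the list in one direction (camera adjusted p = 0.228 and adjusted p = 0.869). Of 25 genes of cholesterol and sterol metabolism, 8 fell and 1 rose in SED, also when adjusted over the list alone, and 4 fell and 1 rose in EX (4 and 2 when adjusted over the list alone). Scarb1, the receptor for high-density lipoprotein, fell by 0.35 in SED and by 0.30 in EX (standard error 0.08 in each, adjusted p = 0.0120 and adjusted p = 0.0266). The list passed camera in SED (adjusted p = 0.0461) and not in EX (adjusted p = 0.530). Its call in SED ended with an estimated correlation (adjusted p = 0.624), with quantile normalization (adjusted p = 0.222), without dim probe sets (adjusted p = 0.107) and with the interquartile range of each array as a covariate, chosen after seeing the data (adjusted p = 0.148). The call of Emb ended in EX with only the 8 EX arrays in the fit (adjusted p = 0.105) and in SED with that covariate (adjusted p = 0.296).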

Table 2 displays the names of common genes expressed at least 2-fold differently between 16 mo and 3 mo old animals in SED or EX groups. 

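Few genes changed by more than 2-fold with age. By limma, 37 probe sets were more than 2-fold higher and 24 more than 2-fold lower at 16 mo in SED, and 25 and 20 in EX. With 1 array left out in turn, these counts ranged from 28 to 63 higher and from 19 to 26 lower in SED. In EX they ranged from 17 to 54 higher and from 13 to 25 lower. Probe sets called at 1.5-fold or more in both groups in the same direction numbered 124. Npr3, the clearance receptor for natriuretic peptides, rose by 1.01 on the log2 scale in SED (standard error 0.15, adjusted p = 0.00153) and by 1.21 in EX (standard error 0.15, adjusted p = 0.000627), with an adjusted p of 0.853 for the difference. Myh7 rose by 0.46 in SED (standard error 0.10, adjusted p = 0.00891) and by 0.94 in EX (standard error 0.10, adjusted p = 0.000167), with an adjusted p of 0.712 for the difference. Of the 10 genes of Table 2, 5 rose and 4 fell in SED (5 and 5 when adjusted over the list alone) and 5 rose and 5 fell in EX, and since the paper chose them on these samples the list is not independent evidence. The 1 that did not pass in SED was the collagen gene Col3a1. In neither group did the list shift in one direction (camera adjusted p = 0.864 in SED and adjusted p = 0.991 in EX). Of 20 cardiac stress and fetal genes, 7 rose and 2 fell in SED (9 and 3 when adjusted over the list alone), and 3 rose and 1 fell in EX (5 and 1 when adjusted over the list alone). Nes, the intermediate filament nestin, fell by 0.58 in SED (standard error 0.13, adjusted p = 0.0119) and had a log2 fold change of -0.19 in EX (standard error 0.13, adjusted p = 0.422). Fhl1, a LIM domain protein of the sarcomere, fell by 0.41 in EX (standard error 0.10, adjusted p = 0.0151) and had one of -0.17 in SED (standard error 0.10, adjusted p = 0.275). This list did not pass camera either (adjusted p = 0.304 in SED and adjusted p = 0.488 in EX).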

The four largest DEGs occurred for the following genes: Atp2b2 (functions in intracellular calcium homeostasis), Cyp1a1 (roles in drug metabolism, synthesis of cholesterol, steroids, lipids, and NADPH-dependent electron transport pathway), Chrna1 (functions in acetylcholine binding/channel gating), and Col3a1 (roles in connective tissue and vascular function). None of these genes have previously been associated with physical activity, although Col3a1 was suspected to be associated with muscle cramping [21].  

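Cyp1a1 and Chrna1 had the largest age effects of these genes. The intensity of Cyp1a1 was 103 ± 25.2 (SD, n = 4 arrays) at 3 mo and 24.3 ± 3.30 (SD, n = 4) at 16 mo in SED, and 209 ± 45.0 (SD, n = 4) and 23.8 ± 6.75 (SD, n = 4) in EX. This is a fall by at least 2.01 on the log2 scale in SED (standard error 0.21, adjusted p = 1.82e-04) and by at least 3.10 in EX (standard error 0.21, adjusted p = 4.28e-06), and the age effects were not called different by limma's interaction test (adjusted p = 0.712). These are lower bounds, since at 16 mo Cyp1a1 lies under the lower quartile of the arrays and is not shown to be above background. Chrna1, the muscle-type alpha subunit of the nicotinic acetylcholine receptor, went from 86.8 ± 32.2 (SD, n = 4) to 343 ± 100.7 (SD, n = 4) in SED and from 78.8 ± 18.9 (SD, n = 4) to 290 ± 87.3 (SD, n = 4) in EX. It rose by 2.00 in SED (standard error 0.29, adjusted p = 0.00104) and by 1.85 in EX (standard error 0.29, adjusted p = 0.00180), with an adjusted p of 0.947 for the difference. Atp2b2, a plasma membrane calcium pump, went from 138 ± 28.3 (SD, n = 4) to 242 ± 93.2 (SD, n = 4) in SED and from 138 ± 12.3 (SD, n = 4) to 251 ± 35.7 (SD, n = 4) in EX. Col3a1, the chain of type III collagen, went from 2023 ± 207 (SD, n = 4) to 1379 ± 431 (SD, n = 4) in SED and from 2022 ± 196 (SD, n = 4) to 1281 ± 482 (SD, n = 4) in EX. For Cyp1a1 and Chrna1 every array at 16 mo lay on one side of every array at 3 mo within SED and within EX. For Atp2b2 this held in EX but not in SED, where 1 of the 4 arrays at 16 mo lay among those at 3 mo, and for Col3a1 in neither group. The acetylcholine receptor and denervation list as a whole moved both ways. Of its 15 measured genes, 3 were higher and 1 lower in SED (3 and 2 when adjusted over the list alone). In EX 2 were higher and 2 lower (3 and 3 when adjusted over the list alone). Colq, the collagen tail of acetylcholinesterase, fell by 0.63 in EX (standard error 0.11, adjusted p = 0.00392), and Gadd45a, a stress-inducible gene, rose by 0.45 in SED and by 0.29 in EX (standard error 0.08 in each, adjusted p = 0.00269 and adjusted p = 0.0281).

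**Figure D1:**
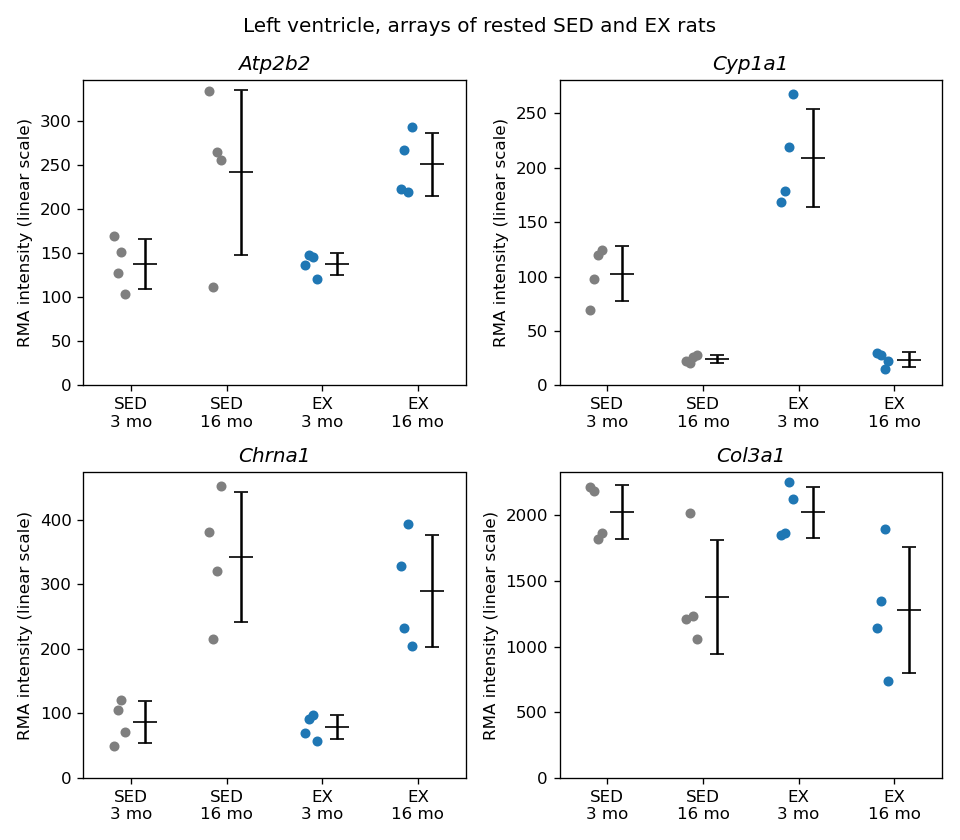
RMA intensity on a linear scale (vertical axes, from 0) of Atp2b2, Cyp1a1, Chrna1 and Col3a1 in SED (grey) and EX (blue) at 3 mo and 16 mo, 1 point for each array of RNA pooled from 3 rats. Black marks are the mean ± SD of 4 arrays. Cyp1a1 lies near 24 in both groups at 16 mo, and the SED arrays of Atp2b2 at 16 mo run from 112 to 334.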

Table 3 displays fifteen unique DEGs with fold changes of at least 1.5-fold between 16 mo and 3 mo old animals in both groups. 

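Of the 15 genes of Table 3, 5 rose and 8 fell with age in SED (6 and 8 when adjusted over the list alone), and 4 rose and 5 fell in EX (5 and 8 when adjusted over the list alone). Since the paper chose these genes on the same samples, the list is not independent evidence. Fhl3, a LIM domain protein, fell by 0.66 on the log2 scale in SED (standard error 0.07, adjusted p = 0.000333) and by 0.51 in EX (standard error 0.07, adjusted p = 0.00133). S100a10, a partner of annexin A2 at the plasma membrane, fell by 0.62 in SED (standard error 0.09, adjusted p = 0.00149) and by 0.43 in EX (standard error 0.09, adjusted p = 0.0109). Myoc, the extracellular glycoprotein myocilin, rose by 0.78 in SED (standard error 0.13, adjusted p = 0.00301) and by 0.55 in EX (standard error 0.13, adjusted p = 0.0190). Vcan, the matrix proteoglycan versican, fell by 0.68 in SED (standard error 0.14, adjusted p = 0.00906) and by 0.45 in EX (standard error 0.14, adjusted p = 0.0642). In limma's test of the difference between the age effects, 0 of the 15 genes passed, over all probe sets or when adjusted over the list alone, and the adjusted p was 0.783 for Fhl3, 0.789 for S100a10, 0.828 for Myoc and 0.831 for Vcan. As a list the genes did not shift in one direction with age (camera adjusted p = 0.220 in SED and adjusted p = 0.530 in EX). The call of Vcan in EX was lost without EX 3 mo replicate 1, 3 or 4 and without EX 16 mo replicate 1, 2 or 4 (adjusted p of 0.111 to 0.164).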

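Fn1, which encodes the matrix glycoprotein fibronectin, fell with age in SED by 0.60 on the log2 scale (standard error 0.16, adjusted p = 0.0255) and had a log2 fold change of -0.35 in EX (standard error 0.16, adjusted p = 0.196). Lgals3, the galactose-binding lectin galectin-3, fell in SED by 0.65 (standard error 0.17, adjusted p = 0.0249), against -0.35 in EX (standard error 0.17, adjusted p = 0.217). Ncam1, the neural cell adhesion molecule, rose in SED by 0.67 (standard error 0.19, adjusted p = 0.0382), against 0.04 in EX (standard error 0.19, adjusted p = 0.936). Emp1, an epithelial membrane protein, fell in SED by 0.61 (standard error 0.15, adjusted p = 0.0186), against -0.32 in EX (standard error 0.15, adjusted p = 0.205). Il33 rose in SED by 0.67 (standard error 0.14, adjusted p = 0.00827), against 0.30 in EX (standard error 0.14, adjusted p = 0.203). That these 5 genes passed in SED and not in EX does not show a difference between the groups, since in limma's interaction test the adjusted p was 0.831 for Fn1, 0.820 for Lgals3, 0.727 for Ncam1, 0.801 for Emp1 and 0.753 for Il33. Of 29 cell adhesion molecules, 7 fell and 3 rose in SED (7 and 4 when adjusted over the list alone), and 1 fell and 4 rose in EX (2 and 4 when adjusted over the list alone). Cdh13, T-cadherin, fell by 0.27 in SED and by 0.18 in EX (standard error 0.06 in each, adjusted p = 0.00892 and adjusted p = 0.0571), and Itga1, a collagen-binding integrin subunit, rose by 0.30 in EX (standard error 0.07, adjusted p = 0.0106). The list passed camera in neither group (adjusted p = 0.314 in SED and adjusted p = 0.636 in EX), and its difference between the groups passed (adjusted p = 0.0421) with an adjusted p = 0.744 with an estimated correlation. The call of Ncam1 in SED was lost without SED 3 mo replicate 3, without SED 16 mo replicate 2 and with the interquartile range of each array as a covariate, chosen after seeing the data (adjusted p of up to 0.236). In EX, Fn1 was called by SAM, Emp1 without EX 16 mo replicate 3 (adjusted p = 0.0552) and Lgals3 with all 48 arrays in the fit (adjusted p = 0.0775).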

Ten unique DEGs were identified for SED, with three having cell adhesion functions (e.g. Fn1, Lgals3, and Ncam1). Only five unique genes were associated with EX, with two involved in the hypothalamic, pituitary, and gonadal hormone axis and obesity (e.g., Nrob2 and Xpnpep2). 

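Nr0b2, an orphan nuclear receptor also known as small heterodimer partner, fell with age in EX by 0.60 on the log2 scale (standard error 0.13, adjusted p = 0.0107) and in SED by 0.57 (standard error 0.13, adjusted p = 0.0148). Xpnpep2, a membrane aminopeptidase that degrades bradykinin, rose in EX by 0.62 (standard error 0.10, adjusted p = 0.00221) and in SED by 0.46 (standard error 0.10, adjusted p = 0.0111). Abca1, the transporter that exports cholesterol to apolipoproteins, rose in EX by 0.60 (standard error 0.09, adjusted p = 0.00118) and in SED by 0.32 (standard error 0.09, adjusted p = 0.0277). Ptgfr, the receptor for prostaglandin F2 alpha, rose in EX by 0.82 (standard error 0.22, adjusted p = 0.0329) and had a log2 fold change of 0.45 in SED (standard error 0.22, adjusted p = 0.224). Pla2g2a, a secreted phospholipase, fell in EX by 0.72 (standard error 0.25, adjusted p = 0.0800) and had one of -0.28 in SED (standard error 0.25, adjusted p = 0.505). Nr0b1, which encodes the adrenal and gonadal receptor DAX1, had 0.05 in EX (standard error 0.11, adjusted p = 0.837) and 0.22 in SED (standard error 0.11, adjusted p = 0.206). The paper's Table 3 gives full names of other genes beside Nr0b2, Xpnpep2, Abca1 and Pla2g2a. The symbols were followed here, and Nr0b1 was added because its full name stands beside Nr0b2. In limma's interaction test the adjusted p was 0.978 for Nr0b2, 0.727 for Abca1, 0.818 for Pla2g2a and 0.831 for each of Xpnpep2, Ptgfr and Nr0b1. Of 26 hormone receptors and genes of the gonadal axis, 5 rose and 4 fell in EX, and 1 rose and 5 fell in SED, with the same numbers when adjusted over the list alone. Thra, the thyroid hormone receptor alpha, fell by 0.29 in EX and by 0.32 in SED (standard error 0.06 in each, adjusted p = 0.00636 and adjusted p = 0.00367). The list passed camera in neither group (adjusted p = 0.588 in EX and adjusted p = 0.830 in SED). The call of Pla2g2a in EX was lost without EX 3 mo replicate 1, 2 or 4 and without EX 16 mo replicate 2, 3 or 4 (adjusted p of 0.102 to 0.205), and those of Nr0b2 and Abca1 in SED with the interquartile range of each array as a covariate, chosen after seeing the data (adjusted p = 0.214 and adjusted p = 0.152). Ptgfr was called in SED by SAM.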

Candidate genes that were previously associated with voluntary exercise, including glucose transporter 4 (Glut4) [22], nescient helix loop helix 2 (Nhlh2) [23], and dopamine receptor 1 (Drd1) [24], were not identified as DEGs in the current study.

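Slc2a4, which encodes GLUT4, the insulin-responsive glucose transporter of muscle, had an intensity of 1711 ± 78.3 (SD, n = 4 arrays) at 3 mo and 1511 ± 132 (SD, n = 4) at 16 mo in SED, and of 1718 ± 29.2 (SD, n = 4) and 1588 ± 32.7 (SD, n = 4) in EX. Its log2 fold change with age was -0.18 in SED (standard error 0.06, adjusted p = 0.0654) and -0.11 in EX (standard error 0.06, adjusted p = 0.274). Drd1, the dopamine receptor, went from 29.5 ± 1.29 (SD, n = 4) to 35 ± 2.94 (SD, n = 4) in SED and from 34 ± 1.83 (SD, n = 4) to 35.8 ± 3.5 (SD, n = 4) in EX, close to the dim end of the arrays. No detection calls are used, so Drd1 is not shown to be above background. Its log2 fold change was 0.24 in SED (standard error 0.07, adjusted p = 0.0555) and 0.07 in EX (standard error 0.07, adjusted p = 0.648). Nhlh2, a neuronal transcription factor, went from 268 ± 31.7 (SD, n = 4) to 291 ± 23.8 (SD, n = 4) in SED and from 307 ± 41.3 (SD, n = 4) to 266 ± 6.95 (SD, n = 4) in EX, with log2 fold changes of 0.12 (standard error 0.10, adjusted p = 0.479) and -0.19 (standard error 0.10, adjusted p = 0.266). By limma, Slc2a4 thus fell and Drd1 rose past the threshold in SED, while 0 of the 3 genes did in EX, also by SAM. Between EX and SED of the same age the log2 difference at 3 mo was 0.01 for Slc2a4 (adjusted p = 1.00), 0.20 for Drd1 (adjusted p = 0.953) and 0.19 for Nhlh2 (adjusted p = 0.953). At 16 mo it was 0.08 for Slc2a4 (adjusted p = 0.944), 0.03 for Drd1 (adjusted p = 0.981) and -0.12 for Nhlh2 (adjusted p = 0.944). The call of Slc2a4 in SED was lost by SAM, with array weights (adjusted p = 0.113), with a fit of the SED arrays alone (adjusted p = 0.172) and without SED 3 mo replicate 3 or 4 or SED 16 mo replicate 2 or 3 (adjusted p of 0.123 to 0.172). That of Drd1 was lost with quantile normalization (adjusted p = 0.158), with arrays centred on their medians (adjusted p = 0.106), with all 48 arrays in the fit (adjusted p = 0.252) and without SED 3 mo replicate 1 or 3 or SED 16 mo replicate 1 or 2 (adjusted p of 0.122 to 0.153). Nhlh2 was called in EX without EX 3 mo replicate 2 (adjusted p = 0.0459). With the interquartile range of each array as a covariate, chosen after seeing the data, the adjusted p was 0.218 for Slc2a4 and 0.439 for Drd1 in SED, while Nhlh2 was called in EX.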

In a review of gene candidates that regulate physical activity, Lightfoot [25] describes a strong case for two candidate genes, Drd1, which regulates dopamine levels, and Nhlh2, which affects B-endorphin levels. Both gene candidates meet four standards of evidence from research including (1) having functional relevance to a known trait, (2) localizing within an identified quantitative trait loci, (3) having a possible genomic structural variation in the gene that may give rise to a functional difference in a protein, and (4) demonstrating a difference in gene expression as well as a difference in trait. Lightfoot states that other genes are likely to emerge as strong candidates, recognizing that epigenetic forces, including acetylation and methylation, may also be strong regulators of traits associated with physical activity. Furthermore, combinations of genes that are up- and downregulated can communicate in networks that ultimately translate for proteins that regulate cell function. 

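The calcium pump gene Atp2b2 rose with age by 0.72 on the log2 scale in SED (standard error 0.25, adjusted p = 0.0759) and by 0.85 in EX (standard error 0.25, adjusted p = 0.0423), a signed fold change of 1.65 in SED and 1.80 in EX. The collagen gene Col3a1 had a log2 fold change of -0.59 in SED (standard error 0.23, adjusted p = 0.112) and fell by 0.73 in EX (standard error 0.23, adjusted p = 0.0567), a signed fold change of -1.51 in SED and -1.66 in EX. The age effects did not differ between SED and EX in limma's interaction test, with an adjusted p of 0.947 for Atp2b2 and 0.937 for Col3a1. Col1a1, the main chain of type I collagen, fell by 0.58 in SED (standard error 0.21, adjusted p = 0.0948) and by 0.66 in EX (standard error 0.21, adjusted p = 0.0619), and Col1a2, its partner chain, fell by 0.45 in EX (standard error 0.15, adjusted p = 0.0778). Of 31 genes of calcium handling and ion channels, 4 rose and 1 fell in SED, and 7 rose and 0 fell in EX, with the same numbers when adjusted over the list alone. Ryr2, the calcium release channel of the sarcoplasmic reticulum, rose by 0.26 in SED and by 0.25 in EX (standard error 0.05 in each, adjusted p = 0.00678 and adjusted p = 0.00736). Atp2b1, the related pump, rose by 0.25 in EX (standard error 0.06, adjusted p = 0.0247) and had a log2 fold change of 0.02 in SED (standard error 0.06, adjusted p = 0.895). The list did not pass camera (adjusted p = 0.481 in SED and adjusted p = 0.0687 in EX). The call of Atp2b2 was lost in SED without SED 3 mo replicate 2, 3 or 4 or SED 16 mo replicate 1, 3 or 4 (adjusted p of 0.112 to 0.212), with arrays centred on their medians (adjusted p = 0.106) and with a fit of the SED arrays alone (adjusted p = 0.195). In EX it was lost without replicate 4 of either age (adjusted p of 0.101 to 0.116). Col3a1 was called in SED by SAM, without SED 16 mo replicate 2 (adjusted p = 0.0401) and under other settings, 12 in all. Its call in EX was lost without EX 3 mo replicate 3 or 4 or EX 16 mo replicate 1 or 4 (adjusted p of 0.119 to 0.143) and with a fit of the EX arrays alone (adjusted p = 0.105).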

In the current study, the largest DEGs expressed with age in both SED and EX were Atp2b2 (SED: 1.7 versus EX: −8.9) and Col3a1 (SED = −1.5 versus EX: +3.6). Other DEGs, whether shared or unique in SED and EX, were approximately 2-fold different or less. These data suggest resilience in gene expression over time, with only a small number of genes modified as a result of either chronic inactivity or activity.

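Most age effects that passed the test were far below 2-fold. Among the probe sets naming 1 gene, 2769 were called in SED and 2360 in EX by limma, and the median size of their log2 fold change was 0.27 in each group. Of them, 99.5% in SED and 99.5% in EX were within 2-fold, and 15 in SED and 11 in EX were beyond it. Beyond 3-fold were 4 genes in each group, Cyp1a1, Chrna1 and Cnpy1 in both, with Pxdn in SED and the antimicrobial lectin gene Reg3g in EX. Reg3g fell by 1.92 in EX (standard error 0.59, adjusted p = 0.0538). Cyp1a1, Pxdn and Reg3g lie near the lower quartile of the arrays at 16 mo, so that their falls are lower bounds. Ampd1, the muscle isoform of AMP deaminase, rose by 1.07 in SED (standard error 0.17, adjusted p = 0.00172), and Mest, an imprinted gene of growth, fell by 1.03 in SED (standard error 0.11, adjusted p = 2.87e-04). Cntn1, an adhesion molecule of the immunoglobulin family, rose by 1.26 in EX (standard error 0.19, adjusted p = 0.00150), and Alox15, a lipoxygenase, fell by 1.16 in EX (standard error 0.23, adjusted p = 0.00636).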

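Many probe sets changed with age in both activity groups, mostly by little, while no probe set was called between SED and EX at either age. Limma called 15.8% of all probe sets with age in SED and 13.7% in EX, and 6.84% of the calls in SED and 7.21% in EX reached 1.5-fold. Across all probe sets, the age effects in SED and EX correlated at 0.632 (Pearson; Spearman 0.528), a correlation across genes, which are not independent replicates. Of the probe sets called in SED, 91.8% had the same direction in EX, and of those called in EX, 93.3% had it in SED. From the few genes changed by age in the arrays, most by 2-fold or less, the paper proposes that cardiac gene expression is resilient over time and that chronic activity or inactivity modified a small number of genes. Because phenotypes differed at 16 mo without genes that differed between the groups, it also proposes that expression may have been modified briefly, earlier in life, and then returned to its baseline.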

### 3.3. 2D-DIGE, SDS PAGE, and MALDI-TOF-MS

2D-DIGE and SDS PAGE distinguished 103 proteins that met statistical significance when comparing old and young animals in SED and EX groups. Of the 103 spots, 58 of these proteins were identified by MALDI-TOF-MS (Figures 2 and 3). Significant spots on the gel were identified independently in each comparison, and the number of significant spots varies by comparisons. Some spots could be significant in multiple comparisons. Supplementary Table  1 (see Supplementary Material available online at http://dx.doi.org/10.1155/2014/950516) lists the names of the DIGE-identified proteins in cardiac tissue that changed in abundance, identified by MALDI-TOF/MS and meeting criteria of 1.3-fold and *P* < 0.05, comparing old and young in SED and EX groups, and correlated with protein spot numbers with altered densities in Figures 2 and 3, respectively. Relevant information about the match quality, molecular weight, isoelectric point, protein scores, and confidence levels is provided in Supplementary Table  1. Supplementary Table  2 lists protein spot numbers that correspond to the names in Supplementary Table  1. Also listed are the comparative ratios in SED old versus young and EX old versus young, along with their *P* values. Fold changes in specific proteins, as well as functional categories in old and young animals in both SED and EX are shown in Figure 4.

Results of the DAVID bioinformatics cluster analyses showed that, compared with EX, SED had higher proteins levels in old versus young that were associated with mitochondrial membrane, motor activity, and muscle contraction categories and lower protein levels for binding, sugar metabolic processes, and vascular regulation (e.g., KNT1, ALBU, GPX1, PYGB, LDHB, G3P, PYGM, PGM1, and ENOB). Compared with SED, the EX group had higher protein levels in only two functional categories: ATP metabolic processes (e.g., MYH6, MYH7, ATP5J, and ATPA) and vascular function (e.g., KNT1, ALBU, and GPX1).

## 4. Discussion

Global gene expression and 2D-DIGE were combined in this study to compare gene and protein expressions in physically inactive animals that resided solely in a standard cage with physically active animals having regular access to an exercise wheel. Exercise training-induced changes in contractile, mitochondrial, and transporter protein expression in rat skeletal muscle have been previously described [26, 27]. Yamaguchi et al. [28] identified 13 protein expression differences between high-intensity exercise trained and sedentary animals, several of which had previously unknown functions related to regular exercise. Several studies have reported that 65–73% of the variance in protein abundance may be explained by mRNA concentration [29, 30]; however, due to miRNA interactions, posttranslational modifications protein degradation, and sometimes unpredictable protein response to stimuli, mRNA alone is not always a good predictor of protein abundance [29, 30].

Although no DEGs were observed when comparing same-aged animals in different activity treatment groups, 2D-DIGE and SAGE analyses revealed 103 proteins at different measurable levels in 16 mo old SED versus 16 mo old EX rats and 3 mo SED versus 3 mo old SED rats. Comparing EX and SED, similar age-associated protein abundances were found for ETFD, HBB1, APOA1, MLRV, SPA3K, and FHL2 in both groups, indicating a more powerful age rather than physical activity influence on these protein expressions. Proteins that were expressed differently in old versus young SED compared with old versus young EX, indicating a more powerful influence of physical activity on protein expression, included NDUF3, ATP5J, G3P, GPX1, HSP7C, MCCA, PYGB, IDH3B, PYGM, ALDH2, ACADS, LDHB, MYL3, ALBU, and TTHY. These proteins represent a small fraction of the total number of the tens of thousands of proteins estimated in the entire organism. In our investigation, health-related differences between exercised and sedentary animals were not clinically obvious until the rats were 12 months old. After this age, animals housed in standard cages without access to a running wheel, exhibited undesirable phenotypes such as high blood cholesterol, high body weight, hypertension, greater number of tumors, and compromised spatial maze performance, compared with their more active counterparts [9, 10, 14]. The top proteins that were differentially expressed when comparing SED (old versus young) to EX (old versus young) groups (e.g., NDUF3, ATP5J, G3P, GPX1, and HSP7C) encompassed a wide variety of regulatory functions, including metabolism, oxidative stress, glycosaminoglycan binding, response to vitamin A, cell morphogenesis, activation of protein kinase activity, fatty acid biosynthesis, and contractile activity. Other proteins with large differences in expression between SED and EX had unknown functions related to exercise (e.g., four and a half LIM domains protein 2, ES1 protein homolog).

A surprisingly small number of genes and proteins have been found to be involved in cell regulation, with single proteins having multiple functions [5]. In previous studies only ~1.5% of genes from cardiac tissue in rats were differentially expressed when comparing animals at rest with those following an acute (one-time) bout of exercise [12, 27]. One study reported that sedentary female rat muscle exhibited 52 significant changes in gene transcription after one hour of vigorous exercise compared with skeletal muscle collected from resting animals [31]; however, any effect of these gene expressions on protein abundance was not investigated. In the present study, cardiac gene expressions were measured using tissue from animals sacrificed in a rested state, and so any change in expression, up or down, which may have occurred due to acute physical activity, were likely to have returned to baseline upon recovery. The small number of DEGs and proteins comparing old to young animals with different lifelong activity levels contrasted with large differences in phenotypes described previously in these animals (e.g., higher body weight, blood pressure, and tumor formation in less active) that did not emerge until early adulthood (12 months old) [9, 10].

Gene and protein expressions do not always clearly link to specific health- or disease-associated phenotypes. Yet the tissue-specific protein complement of the genome usually governs the function of the cell and in so doing regulates the phenotype. The emerging field of proteomics identifies and quantifies proteins that are translated, whether or not they can be predicted from DNA or mRNA analyses [28–30, 32]. The value of proteomic data ultimately depends upon its predictive ability of certain phenotypes. It is unclear if health-related phenotypes such as blood pressure, body weight, tumors, and oxidative stress can be traced to changes in a small number of genes or gene clusters, or entire networks that communicate with a small number or cluster of specific proteins.

## 5. Conclusion

The impact of environment, specifically, chronic inactivity imposed by space limitations of standard cages on gene expression and protein levels, is becoming recognized as an important consideration in animal research. Providing an exercise wheel is a simple, yet effective way to influence gene and protein expressions likely to influence health and disease traits in adulthood. Nevertheless, most animal studies neglect including information about physical activity and typically confine animals to standard cages, forcing them to be sedentary. Results from this study suggest that ephemeral changes in a small number of DEGs occur early in life and contribute to different protein abundances associated with healthy and disease traits that become evident in adulthood, differing substantively between physically inactive and inactive animals. It is currently unclear whether the predominant influence on protein synthesis stems from large changes in a small number of genes, or small changes in a large number of genes located in specific gene networks. Specific proteins expressed in lower and higher levels as a result of physical inactivity or activity are likely to affect health status, especially as one ages. Mechanisms by which lifetime physical inactivity or regular activity acts to affect the expression of specific genes and proteins remain a logical direction for future research, and the importance of housing and access to physical activity deserves further attention in future animal studies.

## Supplementary Material

Table 1 presents the analyses report for the protein-peptide by spot, location of samples on the MALDI plate, and match quality. Names of proteins are presented along with accession number, molecular weight, isoelectric point, number of matching peptides, protein score, confidence of protein identification calculated from the mass spectrophotometer (MS) data, total ion score, and total ion confidence calculated from the MS/MS data.
Table 2 presents results of fold change analyses and p-values for proteins analyzed based on assigned wells, original protein identification spots, Appearance or the number of gels out of 72 that the spots can be detected, p-values and average ratios for age-related differences within the Sedentary group and age-related differences with the Exercise group. Click here for additional data file.

## Figures and Tables

**Figure 1:**
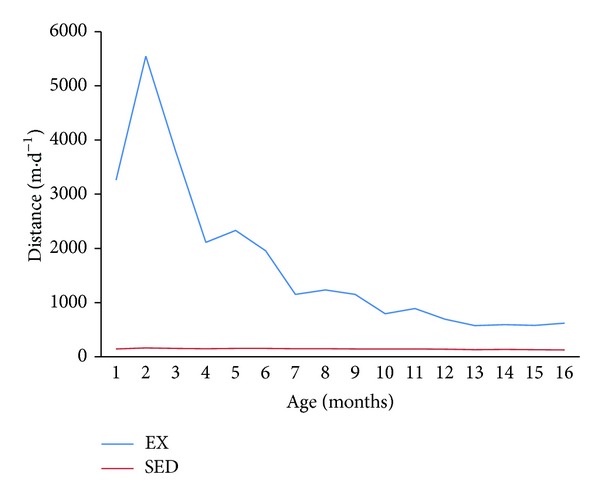
Mean daily distance covered (m·d^−1^) in rats over time that were housed in standard cages (SED) and rats when housed individually in standard cages equipped with running wheels (EX).

**Figure 2:**
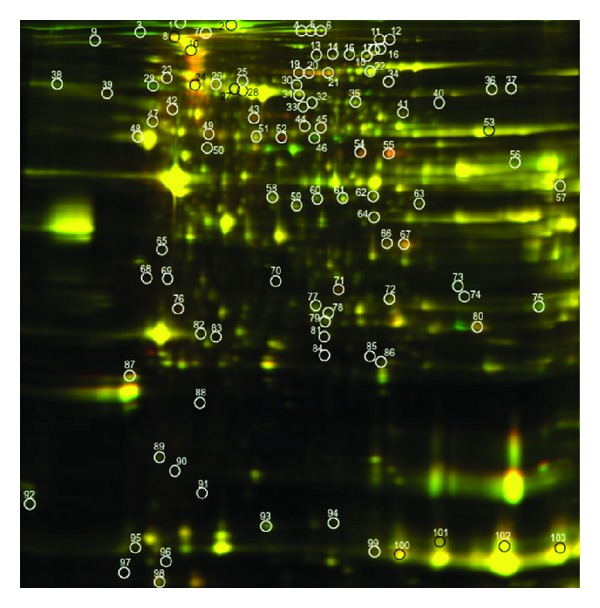
2-dimensional gel electrophoresis image of overlay comparing 3-month-old SED and 3-month-old EX animals. Proteins (*n* = 103) showing different expressions (>1.5, *P* < 0.05) are circled.

**Figure 3:**
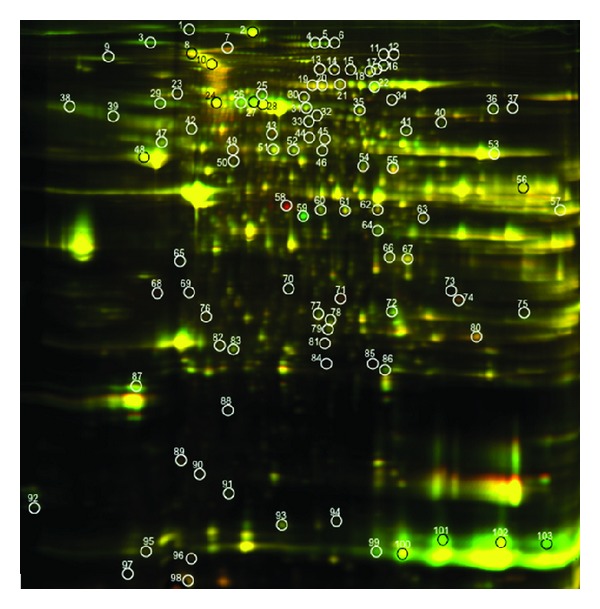
2-dimensional gel electrophoresis image of overlay comparing 16 mo old SED and 16 mo old EX animals. Proteins (*n* = 103) showing different expressions (>1.5, *P* < 0.05) are circled.

**Figure 4:**
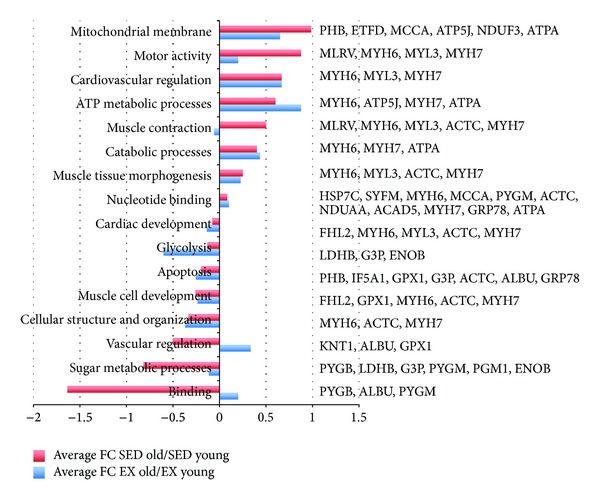
Functional category, protein names, and fold changes in SED and EX, old and young, FC = fold change.

**Table 1:** Number of differentially expressed genes (DEGs) comparing 16 mo and 3 mo animals residing solely in a cage (SED) or with access to an exercise wheel (EX), measured by gene array analysis on mRNA isolated from heart tissue.

Comparison group	Reference group	Total number of DEGs	Number of upregulated genes	Number of downregulated genes	Number of DEGs with >2-fold increase	>Number of DEGs with >2-fold decrease
SED 16 mo	SED 3 mo	228	123	105	23	15
EX 16 mo	EX 3 mo	230	133	97	19	20

**Table 2:** Common differentially expressed genes in SED and EX groups comparing 16 mo and 3 mo old animals.

Gene Symbol	Gene Name	Gene Function	Fold Change SED	Fold Change EX
*col3a1 *	Collagen type III alpha 1	Connective tissue and vascular function	−1.5*	3.6^#^

*emb *	Embigin	Cell growth and homeostasis	−1.7*	2.0^#^

*atp2b2 *	ATPase Calcium transporting plasma membrane 2	Intracellular calcium homeostasis	1.7^#^	−8.9*

*fmo1 *	Flavin containing monoxidase 1	Oxidative metabolism	1.8^#^	−2.2*

*cyp2e1 *	Cytochrome P450 family, 2, subfamily E polypeptide	Metabolism, cholesterol, and other lipid regulation	2.0^#^	−1.6*

*npr3 *	Natriuretic peptide receptor C/guanylate cyclase C	Regulates blood volume and pressure cardiac function, metabolism	2.0^#^	2.3^#^

*nax4 *	NADPH oxidase 4	Generates superoxide, functions as an oxygen sensor, apoptosis	−2.1*	1.5^#^

*nadph oxidase 4 *	NADPH oxidase 4	Generates superoxide, functions as an oxygen sensor, apoptosis	−2.1*	−1.7*

*inha *	Inhibin alpha	Hypothalamic, pituitary, gonadal hormone secretion, germ cell development and maturation, erythoid differentiation, insulin secretion, nerve cell survival, embryonic axial development or bone growth	−2.6*	1.7^#^

*chrna1 *	Cholinergic receptor, nicotinic, alpha 1	Plays a role in acetylcholine binding/channel gating	4.0^#^	2.3^#^

*cyp1a1 *	Cytochrome P450, family 1, subfamily A polypeptide 1	Drug metabolism and synthesis of cholesterol, steroids and other lipids, involved in an NADPH-dependent electron transport pathway	−4.1*	−1.6*

^#^: Up-regulation; *: down-regulation.

**Table 3:** Genes that exhibit unique fold changes in animals in SED and EX groups, for SED and EX, 16 mo versus 3 mo.

Gene symbol	Gene name	Gene function	Fold change SED	Fold change EX
*myoc *	Myocilin, trabecular meshwork inducible glucocorticoid response	Cytoskeletal function and is expressed in many occular tissues	1.7^#^	

*fn1 *	Fibronectin 1	Involved in cell adhesion, cell motility, opsonization, wound healing, and maintenance of cell shape	−1.5*	

*s100a10 *	S100 calcium binding protein A10	Regulator of protein phosphorylation, involved in the regulation of a number of cellular processes such as cell cycle progression and differentiation	−1.5*	

*lgals3 *	Lectin, galactoside-binding, soluble, 3	Involved in acute inflammatory responses including neutrophil activation and adhesion, chemoattraction of monocytes macrophages, opsonization of apoptotic neutrophils, and activation of mast cells	−1.6*	

*il33 *	Interleukin 33	Induces T-helper type 2-associated cytokines	1.6^#^	

*vcan *	Versican	May play a role in intercellular signaling and in connecting cells with the extracellular matrix. May take part in the regulation of cell motility, growth, and differentiation. Binds hyaluronic acid.	−1.6*	

*emp1 *	Epithelial membrane protein 1		−1.5*	

*nr1d1 *	Nuclear receptor subfamily 1, group D, member 1		−1.5*	

*ncam1 *	Neural cellular adhesion molecule	Cell adhesion molecule involved in neuron-neuron adhesion, neurite fasciculation, and outgrowth of neurites	1.6^#^	

*fhl3 *	Four and a half LIM domains 3	May be involved in tumor suppression, repression of MyoD expression, and repression of IgE receptor expression	−1.6*	

*nr0b2 *	nuclear receptor subfamily 0, group B, member 1	Component of a cascade required for the development of the hypothalamic-pituitary-adrenal-gonadal axis		−1.5*

*ptgfr *	Prostaglandin F receptor	Receptor for prostaglandin F2-alpha (PGF2alpha). The activity of this receptor is mediated by G proteins which activate a phosphatidylinositol-calcium second messenger system. Initiates luteolysis in the corpus luteum		1.8^#^

*xpnpep2 *	Inhibin alpha	Hypothalamic, pituitary, gonadal hormone secretion, germ cell development and maturation, erythroid differentiation, insulin secretion, nerve cell survival, embryonic axial development, or bone growth		1.5^#^

*abca1 *	Cholinergic receptor, nicotinic, alpha 1	Plays a role in acetylcholine binding/channel gating		1.5^#^

*pla2g2a *	Cytochrome P450, family 1, subfamily A polypeptide 1	Drug metabolism and synthesis of cholesterol, steroids, and other lipids, involved in an NADPH-dependent electron transport pathway		−1.7*

^#^: upregulation; *: downregulation.

How the deposited data were processed for this re-analysis (not part of the article)

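RNA from the left ventricle of rats was measured on 48 Affymetrix Rat Gene 1.0 ST arrays, each with the pooled RNA of 3 rats. The arrays form 12 groups of 4, for SED, PA (physical activity 2 times a week) and EX rats at 3 mo and 16 mo, at rest or after a swim. The design of the series speaks of 30 min of submaximal exercise, while the sample labels say swim. Both were taken to mean the same arrays, called swim here. The paper analyses the 16 resting arrays of SED and EX. The deposited values are an intensity for each of 29157 probe sets, which the authors made by RMA with the affy package and which stand on a linear scale as whole numbers. The version of RMA and of affy, the arrays normalized together and the step back to the linear scale are not given in the sources used here. Each column of the table was matched to an array by its sample label, and 0 columns were left without a sample.

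Lower quartiles of the arrays lay between 26 and 30, lowest values at 3 to 4 and highest values between 12338 and 15063. Of all probe sets, 14.9% had a mean intensity under 16 and 27.3% under 32. No detection calls are used here, so that a dim probe set cannot be separated from background, and a fall to about the lower quartile of the arrays, as that of Cyp1a1, is a lower bound. A gene was named only from a probe set that names exactly 1 gene, which gave 14506 symbols, and 15279 of these probe sets matched the reference table by Entrez number with 0 symbols changed. A gene with several such probe sets is given by the one with the highest mean.

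Values were taken as log2(intensity + 1) and fitted with group means in limma 3.58.1 under R 4.3.3, with empirical Bayes moderation and two-sided tests. The 16 resting arrays of SED and EX were fitted for the age effects, their difference and EX minus SED at each age, and all 48 arrays for the comparisons with PA and swim arrays. A probe set was called at a Benjamini-Hochberg adjusted p under 0.10, over all probe sets. The SAM test was rebuilt from its published form, with 70 permutations and an FDR of 10%. It was not run on interactions. For 43 gene lists, camera with its preset correlation of 0.01 was used, and a list was called at an adjusted p under 0.05 over the lists. Camera with an estimated correlation and fry were run beside it. The lists were drawn up from general knowledge of the genes, or from the paper's tables, so that lists taken from the paper are not independent evidence.

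The samples, comparisons, lists and alternatives were set before the data were examined. Apart from Tmem47, picked after its values were seen, the genes named in the text follow a rule also set before the data were examined. It takes every gene that the paper's results or tables name as a transcript, with values in the paper's tables counting as seen. It adds, for each age comparison, the 10 called genes with the largest change each way whose old and young arrays do not overlap, and 5 each way for other comparisons with calls. From each list it takes up to 4 members past the threshold with the smallest adjusted p, and the closing section adds the genes of the proteins in the paper. For comparisons without calls, as EX minus SED at each age and the age by activity difference, this rule does not fix which of the genes are shown.

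The alternatives were an adjusted p under 0.05, a fold change of at least 1.5 beside the adjusted p, the replicate number as a block, quantile normalization and centring of each array on its median. Further ones were a mean log2 of at least 5, only probe sets naming 1 gene, limma's trend and array weights, only the arrays of the groups compared, all 48 arrays, each array left out in turn, and SAM alone or with at least 1.5-fold. Chosen after seeing the data were log2 with nothing added, the interquartile range of each array as a covariate, and the 2 fold settings restricted to probe sets naming 1 gene. The arrays were also divided anew into groups of the same sizes, in all 35 ways or in 100 draws with the real one included.

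The steps were tested on simulated data with the means of SED at 3 mo and the replicate spread of the 4 resting groups. In these, 50 of 29157 probe sets were changed at each of 4 fold changes, all drawn from those with a mean log2 of at least 5. Limma recovered 46% at 1.25-fold, 86% at 1.5-fold, 96% at 2-fold and 98% at 4-fold, and SAM 16%, 68%, 92% and 98%. Of the calls, 24 of 187 were false in limma (12.8%) and 16 of 153 in SAM (10.5%). In comparisons without a change 0 were called, and the raised list was called with 0 others. For lists this does not carry over to the real arrays. There, 23 of 35 divisions for age in SED called as many lists as the real one, which is included. For EX minus SED at 16 mo 22 of 35 did. The protein gels of the paper and the body measures are not analysed here.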

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

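The tests of signal spread and of the time of day, and the other divisions of the arrays, were chosen after the results were seen. Those of a swim response shared by the activity groups and of a clock shifted by the wheel were set before.

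Some arrays stood apart from the other 3 of their group by a larger share of the range of the group than the 5% bound of Dixon's test, a bound that chance passes in about 1 of 20 groups. This held in 4 of 84 groups for measures of whole arrays and in 4 of 116 for genes the paper names. The lower quartile was 28 against 29 in PA 16 mo rest replicate 2 and 28 against 27 in PA 3 mo rest replicate 3, so that a step of 1 unit made the whole range (share 1). On the first principal component EX 3 mo swim replicate 1 lay at 5.16 against -18.4 to -15.0 (share 0.853), and on the third EX 3 mo rest replicate 1 at -5.04 against -7.69 to -7.65 (share 0.983). Among genes, the log2 value of Emp1 was 9.85 in SED 3 mo rest replicate 2 against 9.44 to 9.48 (share 0.909). Fhl3 was 8.97 in SED 3 mo rest replicate 3 against 9.05 to 9.06 (share 0.843), and Nhlh2 7.94 in EX 3 mo rest replicate 2 against 8.33 to 8.38 (share 0.870). Ptgfr was 9.26 in EX 16 mo rest replicate 3 against 9.89 to 9.99 (share 0.861).

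The paper does not analyse the PA arrays, and among these 4775 probe sets changed with age (2397 higher and 2378 lower, but 1040 and 3435 with median centring). The real division was the 1 of 35 with as many, against 208 at most in another, so chance can be excluded. A batch that went with age cannot be, since batches are not given in the sources used here. The count was 3121 without PA 3 mo replicate 1 and 3093 without PA 3 mo replicate 4.

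Nor does the paper analyse the swim arrays, where 10969 probe sets differed from rest over the 6 groups of age and activity (6009 higher and 4960 lower, and 5745 and 4817 with median centring). The highest other of 100 divisions gave 2001, the real one being the 1 with as many, so chance can be excluded. Within single groups the swim changed 6261 probe sets in SED at 3 mo (highest other division 220), 4018 in PA at 3 mo (12), 4065 in EX at 3 mo (728) and 1974 in PA at 16 mo (63). In each of these 4 groups the real division was the 1 of 35 with as many, so chance can be excluded for these counts. In SED at 16 mo it changed 4942, also the 1 of 35, but the division that exchanges rest replicate 4 and swim replicate 1 gave 4820, nearly as many, so chance is not taken as excluded there. In EX at 16 mo the count was 6083, and 2 of 35 divisions gave as many, the other being 6155 when rest replicate 2 and swim replicate 1 are exchanged, so chance cannot be excluded there either. With only the groups compared in the fit the counts were 7315, 4139 and 1645 at 3 mo in SED, PA and EX, and 700, 44 and 1619 at 16 mo, and the divisions were not counted over that fit.

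Leaving out 1 array moved the swim counts at 16 mo most. In SED it was 2873 without rest replicate 2, 3289 without rest replicate 3, 3128 without swim replicate 3 and 2259 without swim replicate 4. In PA it was 862, 1283, 828 and 1079 without rest replicates 1 to 4 in turn, and 294 without swim replicate 2. In EX it was 3464 without rest replicate 4, 3840 without swim replicate 2 and 3526 without swim replicate 4. The highest counts in SED and EX came without swim replicate 1, at 7199 and 8568. In each group this array also changes side in the division above that gave 4820 or 6155. On the first principal component it lay at -1.43 in SED and 5.82 in EX, within the rest arrays of its group. The other swim arrays lay at 24.6 to 38.6 in SED and 22.1 to 31.6 in EX. Whether those divisions reflect this array was not tested.

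The response to the swim differed with age for 13306 probe sets (5710 higher and 7596 lower at 16 mo than at 3 mo, but 8875 and 3792 with median centring) and 10 gene lists (9 upwards and 1 downwards, but 0 with an estimated correlation, 4 with dim probe sets left out, 4 with the interquartile range as a covariate and 2 with quantile normalization), while ages drawn again gave 667 probe sets at most in 100 draws (the real one being the 1 with as many, so chance can be excluded for the probe sets). The signal spread of the arrays follows the same contrast, as the log2 interquartile range in PA was 3.20 ± 0.04 (SD, n = 4) after the swim and 3.30 ± 0.05 (SD, n = 4) at rest at 3 mo, but 3.28 ± 0.08 (SD, n = 4) and 3.19 ± 0.03 (SD, n = 4) at 16 mo. With that range as a covariate 4356 probe sets were called, against 1 at most when ages were drawn again with the same covariate, which argues against spread as the whole cause but leaves it open as a part. Across probe sets the swim by age differences of SED and PA correlated at 0.674, those of SED and EX at 0.632 and those of PA and EX at 0.594 (0.507, 0.555 and 0.485 with spread removed), although they share no array, and a swim response that differs with age may be behind this. A batch or an hour of the day that went with both age and swim would give the same, neither is given in the sources used here, and this stays open.

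Between the age effects of EX and SED 8 gene lists differed by camera, 4 upwards and 4 downwards (0 with an estimated correlation and 0 with fry), although 0 probe sets did in limma (1963 had an unadjusted p under 0.05, against 1458 by chance, and SAM was not run). Those not given at the claims were immediate-early genes upwards (adjusted p = 0.0421), acetylcholine receptor genes downwards (adjusted p = 0.0421) and xenobiotic metabolism downwards (adjusted p = 0.0313). With an estimated correlation their adjusted p was 0.946, 0.363 and 0.236. Other divisions decide nothing here, since all 100 reach the real count of 0 probe sets by construction (the highest gave 5), and the lists were not counted over them.

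Clock genes at rest at 16 mo lay apart between EX and SED (camera, unadjusted p = 3.42e-08 over the 16 genes), and no other of 35 divisions gave this list a p as small (smallest other 1.36e-05), but the list was picked among 43, and in 21 of the 35, the real one included, some list had a p as small (smallest in another division 5.97e-30), so chance cannot be excluded. With the interquartile range as a covariate the list kept an adjusted p of 1.74e-05, which argues against signal spread as the whole cause. The median log2 difference was 0.52 for the 10 genes of the Per group and -0.14 for the 5 of the Bmal1 group, apart by 0.66, as another hour of sacrifice could also give, and since that hour is not given in the sources used here an effect of the wheel and one of the hour cannot be told apart. A score of Per against Bmal1 genes was 1.37 ± 0.56 (SD, n = 4) in EX and 0.46 ± 0.20 (SD, n = 4) in SED, a difference of 0.91 (exact permutation p = 0.0286, the smallest that 4 against 4 allow, and 0.229 adjusted over 8 comparisons). After the swim at 16 mo the difference was 0.17 (exact permutation p = 0.743, 0.849 adjusted), and whether the wheel shifts the clock stays open.

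Between EX and SED over both ages and states 2 probe sets differed, both higher in EX, 1 of them Mfng, a modifier of Notch receptors (log2 difference 0.15, standard error 0.03, adjusted p = 0.0895). Of 100 divisions 3 gave as many, the real one included, and the highest other gave 155 against the 2, so chance is not taken as excluded. A division with so many calls points to a structure of the samples, which was not tested. The count was 0 without any of EX 3 mo rest replicates 1 and 2, SED 3 mo rest replicates 1, 2 and 4, EX 3 mo swim replicate 3, SED 3 mo swim replicates 2 and 3, EX 16 mo rest replicates 1 to 4, EX 16 mo swim replicate 2 or SED 16 mo swim replicates 1 to 3. It was 1 without SED 3 mo swim replicate 1, SED 16 mo rest replicate 1 or 3 or EX 16 mo swim replicate 4, and 7 without SED 16 mo rest replicate 4.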

How the results depend on the processing

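Of 31746 values of named genes under the alternatives, 29540 kept their side of the threshold, 2129 were weaker, 63 stronger and 14 reversed. Values not called under any setting count as kept even where their sign changed, as for Ncam1 with age in EX (-0.123 to 0.159). Of 3000 values for gene lists, 2754 kept their side, 178 were weaker, 67 stronger and 1 reversed. The interquartile range as a covariate and the settings restricted to 1.5-fold and 1 gene were chosen after seeing the values. Limits are the 4 arrays per group, the pooling of 3 rats per array, and dim signal, where rounding to whole numbers coarsens the log2 values. For the values below that moved or reversed, the cause was not tested, except that a stricter threshold, fewer arrays or fewer probe sets can by construction call fewer.

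With an adjusted p under 0.05 the counts were 2818 (age in SED), 2532 (age in EX), 1289 (both), 2994 (age in PA) and 0 (EX minus SED overall). For the swim at 16 mo they were 2922 (SED), 648 (PA) and 3927 (EX). With at least 1.5-fold beside an adjusted p under 0.10 they were 315 (age in SED), 288 (EX), 124 (both), 306 (PA), 86 (swim), 362 (swim by age) and 0 (EX minus SED overall). For the swim in each group they were 307 and 301 (SED at 3 and 16 mo), 169 and 183 (PA) and 146 and 178 (EX). With SAM and at least 1.5-fold the age counts were 362 (SED), 385 (EX) and 160 (both). Restricted further to 1 gene they were 95, 85 and 37 with the adjusted p and 97, 94 and 39 with SAM.

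With only probe sets naming 1 gene the counts were 6734 (swim) and 7917 (swim by age), and EX minus SED overall was 1. EX minus SED at 16 mo, 0 in limma and SAM with 1557 at an unadjusted p under 0.05, was 1 with dim probe sets left out, with 1 gene, with the trend and with all 48 arrays. Swim by activity (EX against SED), 0 in limma with 2082 at an unadjusted p under 0.05, was 2 with dim probe sets left out, 2 with 1 gene and 4 with array weights. Array weights gave 7873 (age in PA), 6278 (swim in PA at 3 mo) and 9 (EX minus SED overall). EX minus SED overall was 0 with the replicate block, with median centring and with only the groups compared. Only the groups compared gave 700 (swim in SED at 16 mo), 44 (PA at 16 mo), 1645 (EX at 3 mo) and 1619 (EX at 16 mo). With the interquartile range as a covariate the counts were 1856 (age in SED), 1307 (both), 4356 (swim by age), 5 (EX minus SED overall), and for the swim at 16 mo 2210 (SED), 367 (PA) and 3361 (EX).

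Median centring moved the share of higher calls. It was 28.0% against 49.5% for age in SED (1190 higher, 3058 lower), 23.2% against 50.2% in PA (1040, 3435), 31.7% against 44.0% for both SED and EX (506, 1090) and 70.1% against 42.9% for swim by age (8875, 3792). For the swim it was 19.9% against 45.9% in SED at 3 mo (1150, 4625), 72.9% against 55.2% at 16 mo (3555, 1324), 21.2% against 38.7% in PA at 3 mo (758, 2813) and 74.8% against 51.2% at 16 mo (1585, 535). In EX it was 32.1% against 47.6% (1012, 2140) and 74.0% against 57.7% (4475, 1571).

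The replicate block gave 4314 (age in SED) and 3878 (age in EX). The replicate numbers are not stated to pair the samples, and between groups, after removing group means, arrays of the same number correlated at medians of 0.020 (ages in SED), 0.082 (ages in EX), 0.083 (SED and EX at 3 mo) and -0.053 (at 16 mo). The median over all 24 pairs of these groups was 0.044, with 6 over 0.1.

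With each array left out in turn the counts ranged from 2975 (without SED 3 mo replicate 3) to 4520 for age in SED, from 2542 (without EX 3 mo replicate 4) to 3929 in EX and from 1539 to 2048 for both. They ranged from 3093 to 5196 for age in PA, from 0 to 1 for the age by activity difference (1 without EX 3 mo replicate 1 or SED 16 mo replicate 2), from 0 to 2 for EX minus SED at 3 mo (2 without EX replicate 1) and from 0 to 0 at 16 mo. Those for the swim ranged from 10478 to 11560, from 12542 to 14206 by age, from 0 to 4 by activity, and from 0 to 7 for EX minus SED overall. In single groups the swim gave 4697 to 6319 (SED at 3 mo), 2259 to 7199 (SED at 16 mo), 2841 to 3680 (PA at 3 mo), 294 to 2101 (PA at 16 mo), 3082 to 3717 (EX at 3 mo) and 3464 to 8568 (EX at 16 mo).

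The number of gene lists called fell to 0 with an estimated correlation in each comparison, from 7 for age in SED, 8 in EX, 8 in PA, 8 for their difference, 8 and 7 for EX minus SED at 3 and 16 mo, 10 for the swim, 10 by age, 5 by activity and 4 for EX minus SED overall. With fry it was 8 for age in SED, 2 in EX, 9 in PA and 0 for the age by activity difference. It was 0 and 1 for EX minus SED at 3 and 16 mo and 0 overall, and for the swim 19, 27 by age and 0 by activity. The lists called by fry need not be those called by camera, as the matrix list in SED had a fry adjusted p of 0.060. For the swim the number of lists was 6 with the covariate and 6 with dim probe sets left out, and by age 4, 4 and, with quantile normalization, 2.

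All values counted as reversed, which leave out uncalled values that changed sign, were of the swim by age difference. With the covariate the log2 value was 0.00288 for Birc5 (0.00425 with quantile normalization), -0.000437 for Mcm7, 0.0302 for Bbc3, 0.0194 for Nhlh2, 0.00368 for Isl1, 0.0262 for Shox2, -0.107 for Cd3g, -0.0129 for Kit, 0.0191 for Sox10, 0.0201 for Ngfr, 0.114 for Krt18, 0.0226 for Foxn1 and 0.0290 for Dntt. The list of fatty acid oxidation reversed with the covariate (adjusted p = 0.939).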

Differences from the paper's values

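The paper gives an FDR of 10% for its calls and no fold threshold for its counts, so the counts are set side by side at an adjusted p or FDR of 10%. For SED the paper's count of genes changed with age is 228, against 4608 probe sets here. Of the alternatives set before the data were examined, an adjusted p under 0.10 with at least 1.5-fold comes within 1.5 times (315) and the others do not. An alternative is said below to meet the paper's count when its value lies within 1.5 times of it. The paper's counts are 123 higher and 105 lower, against 2279 and 2329 here. The first comes closest with at least 1.5-fold beside the adjusted p (189, just over 1.5 times the paper's) and no alternative meets it, while the second is met with at least 1.5-fold beside the adjusted p (126) or beside SAM (135) and under no other alternative.

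For changes of more than 2-fold in SED, the paper's count of 23 higher stands against 37 here. It is met with an adjusted p under 0.05 (33), quantile normalization (29), median centring (25), dim probe sets left out (28), array weights (30) or only the groups compared (34). It is also met without SED 3 mo replicate 2 (32) or 3 (32) and without SED 16 mo replicate 1 (34) or 2 (28), and under no other alternative. The paper's count of 15 lower stands against 24 here, and is met with dim probe sets left out (21), without SED 3 mo replicate 1 (20) or 2 (19) and without SED 16 mo replicate 1 (21) or 4 (19), and under no other alternative. The interquartile range as a covariate, chosen after seeing the values, gives 31 and 13 and drops 2 of the genes that the paper's tables list for SED, Emb and Ncam1.

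For EX the paper's count is 230, against 3996 here, met with an adjusted p under 0.10 and at least 1.5-fold (288) and under no other alternative. The paper's 133 higher stand against 2081 here, met under the same setting (189) alone. The paper's 97 lower stand against 1915 here, met under the same setting (99), with SAM and at least 1.5-fold (122) and under no other. The paper's count of genes changed in both groups is 215, against 2066 here, met with SAM and at least 1.5-fold (160) and under no other alternative. That setting calls 362 in SED and 385 in EX, which do not meet the paper's counts. The setting that meets those shares 124, so no single alternative meets the counts of SED, EX and both together. These are counts of probe sets. Restricted to 1 gene, a setting chosen after seeing the data, at least 1.5-fold beside the adjusted p gives 95, 85 and 37. The counts over 2-fold in EX, 25 higher against the paper's 19 and 20 lower against 20, do not differ by this measure. Of 21 alternatives set before the data were examined, 13 meet the first and 19 the second. Among these the first ranged from 7 (only probe sets naming 1 gene) to 54 (without EX 3 mo replicate 2).

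The paper's number of rats behind these arrays is 24, against 48 here from 16 arrays of 3 rats each, and no alternative bears on it. The 48 assumes that the pools share no rat, which is not stated in the sources used here. If there were 24 rats, pools would share rats and the arrays would not be independent replicates.

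For the fold changes of Table 2 the SED column does not differ. In the EX column 9 of 11 entries do, and no alternative brings any of the 9 to the paper's value. The paper gives Col3a1 as 3.6 (-1.66 here), Emb as 2.0 (-1.67 here), Atp2b2 as -8.9 (1.80 here), Fmo1 as -2.2 (1.61 here) and Cyp2e1 as -1.6 (1.99 here). It gives Nox4, in the entry written nax4, as 1.5 (-1.59 here), Inha as 1.7 (-1.89 here), Chrna1 as 2.3 (3.60 here) and Cyp1a1 as -1.6 (-8.60 here, a lower bound on the fall, since its intensity at 16 mo lies under the lower quartile of the arrays). In Table 3, 0 of 15 fold changes differ.

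The paper lists Col3a1 among genes changed in SED. Here its log2 fold change was -0.59 (adjusted p = 0.112), while it was called by SAM alone or with at least 1.5-fold, with the replicate block, median centring, dim probe sets left out, only probe sets naming 1 gene, limma's trend, array weights, only the groups compared, all 48 arrays, or without SED 16 mo replicate 2. It was also called under a setting chosen after seeing the values, SAM with at least 1.5-fold and 1 gene. In SED this setting drops 0 of the called genes that the paper's tables list for SED.

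The paper does not find Slc2a4, Drd1 and Nhlh2 among its changed genes. Here Nhlh2 was not called in SED or EX, while in SED Slc2a4 (log2 fold change -0.18, adjusted p = 0.0654) and Drd1 (0.24, adjusted p = 0.0555) were. Drd1 lies close to the dim end of the arrays and is not shown to be above background. Besides the stricter thresholds, Slc2a4 was not called by SAM, with array weights, with only the groups compared or without SED 3 mo replicate 3 or 4 or SED 16 mo replicate 2 or 3. Drd1 was not called with quantile normalization, with median centring, with all 48 arrays or without SED 3 mo replicate 1 or 3 or SED 16 mo replicate 1 or 2. With the interquartile range as a covariate, chosen after seeing the values, neither was. The paper puts Atp2b2 and Col3a1 first in size and the other genes near 2-fold or below. Here Cyp1a1 and Chrna1 changed by more in EX than either, at the fold changes given above. The paper gives the genes of Table 3 as changed in a single group, at a fold threshold of 1.5. Without that threshold Fhl3, S100a10, Myoc and Vcan were called here in EX as well, and Nr0b2, Xpnpep2 and Abca1 in SED as well, but with it 0 of these were called in the other group.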

Other observations

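The tests on the EX column of Table 2 and the other divisions of the arrays were chosen after the results were seen. The swim, PA and protein comparisons below were planned and use samples or genes that no claim of the paper on transcripts is about.

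After the swim immediate-early genes were among the most changed over the 6 groups. Fos, part of the AP-1 factor, rose by 2.77 on the log2 scale (standard error 0.15, adjusted p = 1.16e-17), and Ccn1, a matrix signalling protein, by 1.81 (standard error 0.11, adjusted p = 1.10e-15). Jun, its partner, rose by 0.89 (standard error 0.05, adjusted p = 8.39e-17) and Zfp36, which destabilizes cytokine mRNA, by 1.14 (standard error 0.08, adjusted p = 2.21e-14). Of the 29 immediate-early genes 25 were higher and 1 lower (26 and 1 when adjusted over the list alone, median 0.67, camera adjusted p = 8.56e-23, and 0.253 with an estimated correlation). Targets of glucocorticoids and fasting were shifted upwards (10 higher and 4 lower of 23, and 11 and 4 over the list alone, camera adjusted p = 0.0299, and 0.706 with an estimated correlation). Among these, Errfi1, a brake on growth factor receptors, rose by 1.38 (standard error 0.10, adjusted p = 3.77e-14), Sgk1 by 0.87 (standard error 0.06, adjusted p = 4.09e-15) and Per1 by 0.54 (standard error 0.09, adjusted p = 1.92e-05). Macrophage markers were shifted upwards (10 higher and 0 lower of 15, and 11 and 0 over the list alone, median 0.13, camera adjusted p = 0.00356, and 0.712 with an estimated correlation), with Cd163 higher by 0.43 (standard error 0.06, adjusted p = 3.91e-07). Of 8 erythroid genes 7 were higher, both over all probe sets and over the list alone (median 0.24, camera adjusted p = 0.0229, and 0.766 with an estimated correlation).

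Other lists went down after the swim. Endothelial markers had 1 higher and 8 lower of 13, both over all probe sets and over the list alone (camera adjusted p = 0.00356, and 0.514 with an estimated correlation), and Cdh5, which joins endothelial cells, fell by 0.26 (standard error 0.03, adjusted p = 2.11e-09). Contractile genes had 0 higher and 8 lower of 16, also over the list alone (camera adjusted p = 0.00356, and 0.514 with an estimated correlation), and Ldb3, a protein of the Z disc, fell by 0.24 (standard error 0.02, adjusted p = 1.51e-13). Smooth muscle markers had 4 lower of 11, and 6 over the list alone (camera adjusted p = 0.0103, and 0.595 with an estimated correlation). Angiogenesis genes had 7 higher and 12 lower of 30, and 8 and 13 over the list alone (camera adjusted p = 0.0299, and 0.514 with an estimated correlation), and Vegfb fell by 0.27 (standard error 0.02, adjusted p = 2.88e-14). Cardiomyocyte markers had 7 lower of 14, also over the list alone (camera adjusted p = 0.0299, and 0.514 with an estimated correlation), and calcium handling and ion channel genes 1 higher and 10 lower of 31, also over the list alone (camera adjusted p = 0.0330, and 0.706 with an estimated correlation). The angiogenesis, calcium, cardiomyocyte and glucocorticoid lists lost their call with dim probe sets left out (adjusted p = 0.0557, adjusted p = 0.0660, adjusted p = 0.0557 and adjusted p = 0.0557). Contractile genes lost it with quantile normalization (adjusted p = 0.0521).

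Between EX and SED the response to the swim differed in 0 probe sets in limma, where 2082 had an unadjusted p under 0.05, and SAM was not run on it. Other divisions decide nothing here, as all 100 reach a count of 0 by construction, and the highest gave 36. By camera 5 lists differed, and by the estimated correlation 0. The count was 4 without EX 16 mo swim replicate 1, and 1 without EX 3 mo rest replicate 1, EX 3 mo swim replicate 2 or 4, SED 3 mo swim replicate 4, EX 16 mo rest replicate 3 or SED 16 mo rest replicate 2.

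The swim by age difference shares its resting arrays with the age effects, so chance values in these push the 2 apart. Gpx3, a secreted glutathione peroxidase, had a response to the swim higher at 16 mo than at 3 mo by 0.82 (standard error 0.08, adjusted p = 3.54e-10) and Sod3 by 0.71 (standard error 0.08, adjusted p = 3.23e-09). The transporter Slc2a4 had one of 0.44 (standard error 0.04, adjusted p = 3.57e-10), and the cytokine Osm one of -0.66 (standard error 0.08, adjusted p = 7.97e-08). Of 39 antioxidant genes 24 were higher and 2 lower, also over the list alone (median 0.18, camera adjusted p = 2.30e-04, and 0.169 with an estimated correlation). Of 15 macrophage markers 13 were higher and 0 lower, also over the list alone (median 0.41, camera adjusted p = 2.30e-04, and 0.725 with an estimated correlation). Cholesterol genes had 16 higher of 25 (camera adjusted p = 0.00475) and glycolysis genes 14 higher and 1 lower of 30 (camera adjusted p = 0.00803), also over the list alone, each with an adjusted p = 0.725 with an estimated correlation. Both lost their call with quantile normalization (adjusted p = 0.0783 and adjusted p = 0.0577). The other 6 lists, extracellular matrix, fatty acid oxidation, heat shock, fibroblast markers, the genes of Table 3 and, downwards, skeletal muscle markers, had a camera adjusted p from 0.0411 to 0.0469 and lost their call with quantile normalization. For this difference 0 lists were called with an estimated correlation.

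In PA rats the age effect went the same way as in SED for 2375 probe sets called in both, 906 higher and 1469 lower, against 187.4 and 190.0 by chance, and 2 went opposite ways. With EX it shared 1771, 709 higher and 1062 lower, against 171.1 and 156.2 by chance, and 5 went opposite ways. Among genes whose old and young arrays do not overlap, the acetylcholine receptor gene Chrna1 rose by 2.04 (standard error 0.33, adjusted p = 8.41e-05) and Cnpy1 by 1.80 (standard error 0.19, adjusted p = 6.89e-08). Pxdn, a peroxidase of the matrix, fell by 2.32 (standard error 0.24, adjusted p = 5.77e-08) and Cyp1a1 by 2.30 (standard error 0.26, adjusted p = 2.37e-07), both lower bounds, since at 16 mo these lie at or under the lower quartile of the arrays. Extracellular matrix genes had 0 higher and 19 lower of 37, and 24 lower over the list alone (median -0.22, camera adjusted p = 1.37e-08, and 0.628 with an estimated correlation), and fibroblast markers 9 lower of 14, and 10 over the list alone (median -0.33, camera adjusted p = 3.55e-05, and 0.628). Oxidative phosphorylation genes had 14 lower of 47, and 18 over the list alone (camera adjusted p = 6.20e-07, and 0.628 with an estimated correlation), and cell cycle genes 11 lower of 32, and 17 over the list alone (camera adjusted p = 1.73e-06, and 0.628). Antioxidant genes (camera adjusted p = 5.12e-04), fatty acid oxidation (camera adjusted p = 0.00721), immediate-early genes (camera adjusted p = 0.0154) and erythroid genes (camera adjusted p = 0.0270) were also shifted downwards, with an adjusted p of 0.424, 0.800, 0.800 and 0.781 with an estimated correlation. Of 35 divisions of these arrays 11 called as many lists as the real one, so chance cannot be excluded for the number of lists.

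For the resting SED and EX arrays the real division was the 1 of 35 that called as many probe sets with age, against 29 at most in another for SED and 2 for EX, so chance can be excluded. The divisions cannot exclude a batch that went with age, and batches are not given in the sources used here. For probe sets called in both groups the real division was the 1 of 100, the highest other being 0, but this adds little, since drawn ages call few probe sets in either group. The 910 higher and 1156 lower in both stand against 162.7 and 153.0 expected from the numbers called in each. Between EX and SED at 3 mo and at 16 mo the divisions decide nothing, as all 35 reach the 0 of limma by construction, with 1 and 6 at most (SAM also gave 0, and 1407 and 1557 had an unadjusted p under 0.05).

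The genes of the proteins in the paper were also measured as transcripts. Myh7, the slow myosin heavy chain, rose with age by 0.46 in SED and 0.94 in EX, and Ndufa10, a subunit of complex I, fell by 0.68 and by 0.44. Gpx1, a glutathione peroxidase, fell by 0.34 in EX (adjusted p = 0.00545), and Mccc1, which takes part in leucine breakdown, rose by 0.25 in EX (adjusted p = 0.0190). The fast myosin heavy chain Myh6 had -0.11 and -0.04, Ldhb 0.00 and -0.01, and Fhl2 -0.14 in each, and these were not called. Of the 33 genes measured 2 were higher and 3 lower in SED, and 4 and 5 in EX (2 and 3, and 5 and 10, over the list alone). The list passed camera in neither (adjusted p = 0.107 in SED and adjusted p = 0.235 in EX). The age effects of EX and SED differed for 0 of them in limma.

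The paper's fold changes for SED in Table 2 lie close to those here, with a mean difference of 0.0132 on the log2 scale and 0 of 11 of opposite sign, while those for EX differ by 1.63 with 7 of 11 of opposite sign. Turning every sign of the EX column leaves a mean difference of 1.40, which argues against turned signs. Set in order of size, the EX values lie 0.188 from those of the same genes here. In 10000 draws of 11 among 81 of the called genes 83 lay as close (0.83%, median 0.514). Table 2 holds Cyp1a1 and Chrna1, which are among the largest changes in EX, and draws without them can hardly lie as close. The share is thus weak evidence. Values standing beside other genes of the same table may explain the column, and this stays open. Which gene each value belongs to is not tested.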
